# Hdac3, Setdb1, and Kap1 mark H3K9me3/H3K14ac bivalent regions in young and aged liver

**DOI:** 10.1111/acel.13092

**Published:** 2019-12-19

**Authors:** Andrew J. Price, Mohan C. Manjegowda, Jessica Kain, Swetha Anandh, Irina M. Bochkis

**Keywords:** bivalent domain, chromatin remodeling, Hdac3, Kap1, lipid metabolism, liver, Setdb1

## Abstract

Post‐translational modifications of histone tails play a crucial role in gene regulation. Here, we performed chromatin profiling by quantitative targeted mass spectrometry to assess all possible modifications of the core histones. We identified a bivalent combination, a dually marked H3K9me3/H3K14ac modification in the liver, that is significantly decreased in old hepatocytes. Subsequent sequential ChIP‐Seq identified dually marked single nucleosome regions, with reduced number of sites and decreased signal in old livers, confirming mass spectrometry results. We detected H3K9me3 and H3K14ac bulk ChIP‐Seq signal in reChIP nucleosome regions, suggesting a correlation between H3K9me3/H3K14ac bulk bivalent genomic regions and dually marked single nucleosomes. Histone H3K9 deacetylase Hdac3, as well as H3K9 methyltransferase Setdb1, found in complex Kap1, occupied both bulk and single nucleosome bivalent regions in both young and old livers, correlating to presence of H3K9me3. Expression of genes associated with bivalent regions in young liver, including those regulating cholesterol secretion and triglyceride synthesis, is upregulated in old liver once the bivalency is lost. Hence, H3K9me3/H3K14ac dually marked regions define a poised inactive state that is resolved with loss of one or both of the chromatin marks, which subsequently leads to change in gene expression.

## 1 INTRODUCTION

Post‐translational modifications of histone tails play a crucial role in gene regulation (Jenuwein & Allis, 2001). In particular, tri‐methylation of histone H3 lysine 9 (H3K9) is associated with heterochromatin formation (Saksouk, Simboeck, & Dejardin, 2015) while acetylation of histone H3 lysine 14 (H3K14) is critical for DNA damage and checkpoint activation and circadian regulation (Wang et al., 2012) (Tasselli & Chua, 2015). Typically, acetylation of H3K9 and H3K14 co‐occur together, leading to gene activation (Karmodiya, Krebs, Oulad‐Abdelghani, Kimura, & Tora, 2012). However, levels H3K9me3 and H3K14ac increased together in livers of offspring of mothers fed high‐fat diet (Suter et al., 2014), leading to metabolic changes.

A specific histone modification pattern of two co‐occurring marks, one activating and the other repressing gene expression, named “bivalent domain” was first described in mESCs (Bernstein et al., 2006). These dually marked H3K4me3/H3K27me3 regions were in a poised inactive state, with one mark transmitted to one cell type, leading to gene activation, and the other to another cell type, leading to gene repression, upon differentiation. The role of bivalent domains in differentiated tissues is less clear. Presence of another bivalent mark, consisting of H3K9me3 and H3K14ac modifications, has been recently reported in mESCs where the authors demonstrate that the Tudor domain of Setdb1 recognized H3K14ac, whereas the SET domain of Setdb1 methylated H3K9me3 (Jurkowska et al., 2017). This study linked Setdb1 binding at these bivalent domains to silencing of LINE elements.

We have recently connected epigenetic changes to metabolic alterations in aged liver, finding that both altered nucleosome occupancy and redistribution of lamina‐associated domains are correlated with development of hepatic steatosis (Bochkis, Przybylski, Chen, & Regev, 2014; Whitton et al., 2018).

Since histone modification patterns are altered in many organisms with aging (Sidler, Kovalchuk, & Kovalchuk, 2017), we set out to investigate which chromatin marks were altered in old hepatocytes. Chromatin profiling by quantitative target mass spectrometry identified a bivalent H3K9me3/H3K14ac mark in the liver, which is significantly decreased in old hepatocytes. Subsequent sequential ChIP‐Seq identified dually marked single nucleosome regions, with reduced number of sites and decreased signal in old livers, confirming mass spectrometry results. We detected H3K9me3 and H3K14ac bulk ChIP‐Seq signal in reChIP single nucleosome regions, suggesting a correlation between H3K9me3/H3K14ac bulk bivalent genomic regions and dually marked single nucleosomes. Histone H3K9 deacetylase Hdac3, as well as H3K9 methyltransferase Setdb1, found in complex Kap1, occupied both bulk and single nucleosome bivalent regions in both young and old livers, correlating to presence of H3K9me3. Expression of genes associated with bivalent regions in young liver, including those regulating cholesterol secretion and triglyceride synthesis, is upregulated in old liver once the bivalency is lost. Hence, H3K9me3/H3K14ac dually marked regions define a poised inactive state that is resolved with loss of one or both of the chromatin marks, which subsequently leads to change in gene expression.

## 2 RESULTS

*H3K9me3/H3K14ac bivalent chromatin state identified by proteomic analysis in mammalian liver.* We have previously reported that changes in nucleosome occupancy are associated with metabolic dysfunction in aged livers (Bochkis et al., 2014). In addition, numerous modifications of histone tails have been altered with aging in many cell types (Sidler et al., 2017). Hence, we decided to investigate all post‐translational modifications on histone tails in an unbiased manner to determine which chromatin marks change in aged fatty liver (Table S1). Chromatin profiling by quantitative targeted mass spectrometry (Creech et al., 2015) targeted both individual and combinations of chromatin modifications that resided on the same histone tail, identifying co‐occurrence of methylated lysine 9 and acetylated lysine 14 (K9mex/K14ac, x: 1–3) on histone H3 tails from young (3 months) and old (21 months) mouse livers. Presence of these bivalent modifications quantitatively decreased in old livers (Figure 1a). Although the three combinations followed a similar trend, difference in abundance of H3K9me3/K14ac peptides in young and old livers is most significant (*p*‐values < .024, .007, .002 for H3K9me1, H3K9me2, and H3K9me3, respectively). We decided to investigate this dual mark for two reasons. First, changes in heterochromatin, marked by H3K9me3, were implicated to drive human aging (Zhang et al., 2015). And second, hepatic levels of both H3K9me3 and H3K14ac increased in offspring of mothers fed high‐fat diet (Suter et al., 2014), suggesting these modifications are correlated with metabolic changes.

**Figure 1:**
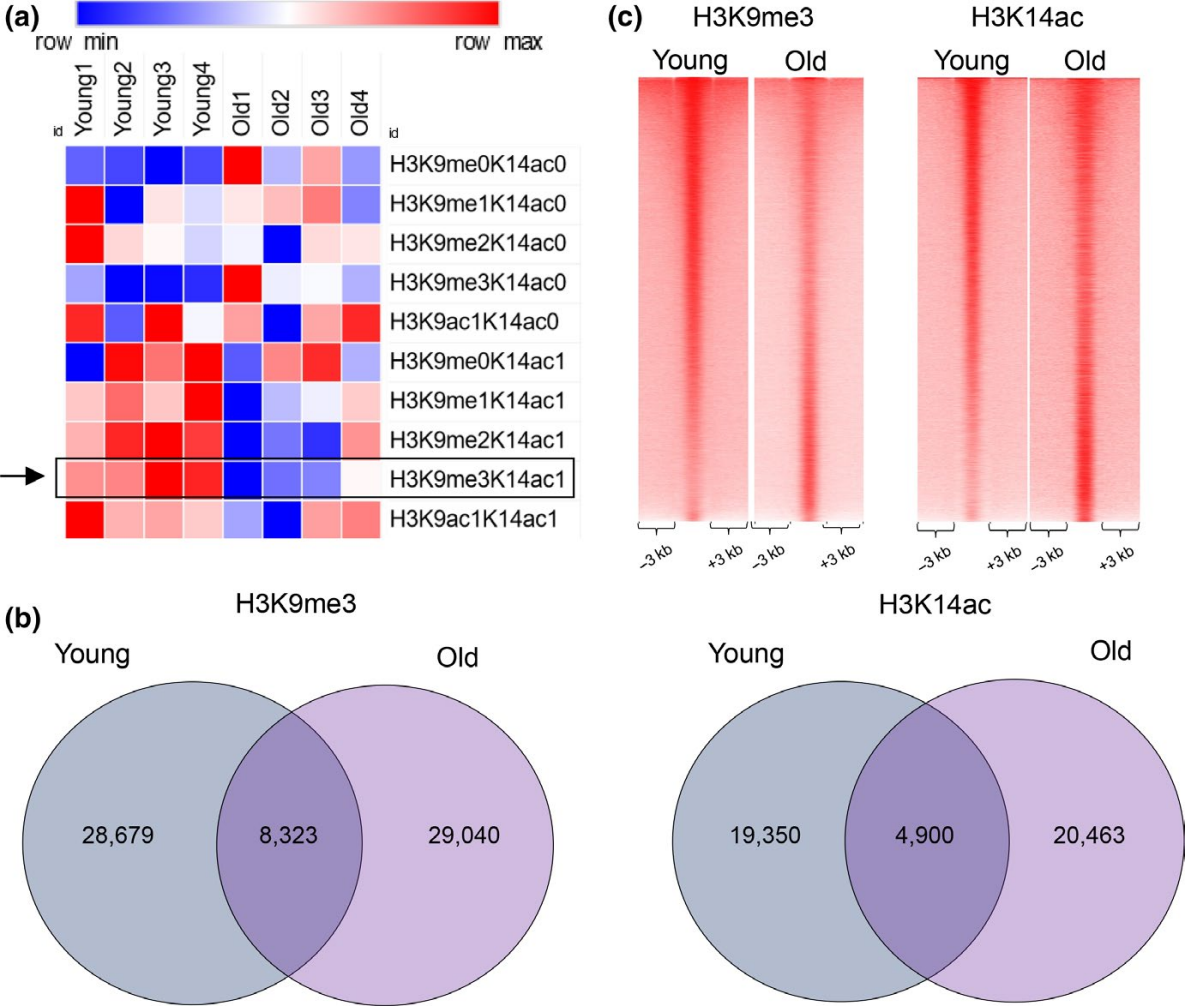
New bivalent chromatin state identified by proteomic analysis in mammalian liver. (a) Heatmap showing the relative intensities of histone marks determined by targeted mass spectrometry of histone tails in young and old livers (values are normalized to row's median). A bivalent H3K9me3/H3K14ac mark (marked with a rectangle and an arrow) was identified in both young and old livers and was quantitatively reduced in old livers. (b) Venn diagram showing the results of genome‐wide location analysis for H3K9me3 (left panel) and H3K14ac (right panel) marks in young and old liver. For H3K9me3, Peak‐Seq identified 28,679 sites in young liver and 29,030 in old liver, with 8,323 in the overlap. For H3K14ac, 19,350 peaks in young liver and 20,463 peaks in old liver were called, with 4,900 in the overlap. (c) Heatmaps comparing H3K9me3 (left panel) and H3K14ac (right panel) ChIP‐Seq coverage in young and old livers. Overall, there was more H3K9me3 but less H3K14ac signal in young livers as compared to the old. Reads were merged from two replicates for H3K9me3 and H3K14ac ChIP‐Seq data in both conditions. Data for H3K9me3 were accessed from our previous study (Whitton et al., 2018)

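Chromatin bound by H3K14ac was immunoprecipitated and sequenced (ChIP-Seq) from the livers of 3 young (3 months) and 3 old (21 months) mice. The authors aligned the reads to mm10 (GRCm38) with BWA, removed duplicate reads, kept those that aligned uniquely, merged the reads of the 3 livers of each age and called peaks against input with PeakSeq. The methods and the sample labels give 3 livers per age, whereas the legend of Fig. 1 gives 2 merged replicates. The deposited lists, 1 per age, hold the chromosome, start and end of each peak and no height or score. The depth behind a peak is therefore unknown, and no spread between livers can be given for any count of peaks. Of the young peaks, 97.4% were exactly 500 bp wide, as were 97.7% of the old peaks, and the widest were 15837 bp and 15852 bp. The peaks covered 9.92 Mb in young and 10.4 Mb in old liver. In young liver 957 peaks overlapped another peak of their own list, and in old liver 1480, so that pairs of overlapping peaks can outnumber the peaks. Within 1 kb of a transcription start site lay 27.3% of the young peaks (95% Wilson interval 26.7% to 28.0%) and 36.4% of the old peaks (35.7% to 37.0%), against a mean of 5.57% and 5.60% for 100 random placements of the same peaks. These intervals cover counting error only. Overlap between lists was counted with the default rule of bedtools intersect, in which every pair of peaks that shares at least 1 bp is 1 record. Each count was set against 1000 placements of the first list's peaks, each at random on its own chromosome with its length kept. This one-sided permutation test compares lists of peaks, which are not replicates, and the smallest p it can give is 0.001.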

Next, we performed genome‐wide location analysis (ChIP‐Seq) of H3K9me3 (previous study (Whitton et al., 2018)) and H3K14ac to determine the genomic regions marked by the dual modification. We identified 28,679 peaks in young and 29,040 peaks in the old livers marked by H3K9me3 (peak calls by PeakSeq, FDR < 5%, *q*‐value = 0.01), with an overlap of 8,323 sites called bound by PeakSeq at this threshold. 

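The H3K14ac lists held 19350 peaks in young and 20463 in old liver, a ratio of old to young of 1.06. Pairs of a young and an old peak that shared at least 1 bp numbered 4539, against a mean of 168 pairs and a maximum of 213 over the random placements (permutation p = 0.001, the smallest they can give). An old partner was found for 4015 young peaks, or 20.7% (95% Wilson interval 20.2% to 21.3%), and a young partner for 4108 old peaks, or 20.1% (19.5% to 20.6%). When each young peak was instead moved 10 to 100 kb up or down, which keeps the density of peaks in a region, the mean rose to 767 pairs, still below the observed count in each of the 1000 sets. With every peak set to 200 bp around its midpoint there were 2805 pairs, and with a gap of up to 500 bp allowed there were 6864. The first 50% of each list in deposited order, an alternative chosen after seeing the data, gave 2538.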

Similar analysis established 19,350 peaks in young and 20,463 peaks in old livers marked by H3K14ac (FDR < 5%, *q*‐value = 0.02), with an overlap of 4,900 sites called bound by PeakSeq at this threshold (Figure 1b). Although the number of peaks called at the chosen threshold was similar, there was more H3K9me3 but less H3K14ac signal in young livers as compared to the old (Figure 1c). Next, comparing binding regions for both marks, we identified 1,615 bivalent genomic sites in young and 1,692 in old livers, with 758 in common (Figure 2a, examples in 2b). 

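At the young-specific example of Fig. 2b (chromosome 2, 177312993 to 177319994, GRCm38), which overlaps the gene Gm14412, H3K14ac had peaks at both ages. The young list had 4 peaks there, of which the widest ran from 177318591 to 177319812 in an intron. The old list had 3, of which the widest ran from 177314342 to 177315344 across an exon. At the example common to both ages (chromosome 7, 24103444 to 24108478), which overlaps the zinc finger gene Zfp180, there were 3 young peaks between 24105291 and 24107340 and 2 old peaks between 24106373 and 24107328, all of them 500 bp wide and overlapping an exon. At the old-specific example (chromosome 5, 143252509 to 143255698), within Zfp316, the old list had 1 peak from 143253319 to 143253818, which overlapped an exon, and the young list had none, its nearest peak lying 14367 bp away. These counts are over whole windows. In the young-specific and old-specific windows the legend marks the bivalent region by a red rectangle, without its coordinates. The H3K9me3 peaks of these regions were not analysed here.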

The number of comparable bivalent genomic regions observed in young and old livers is in contrast to mass spectrometry data showing a quantitative decrease in this bivalent modification on a single histone tail (Figure 1a).

**Figure 2:**
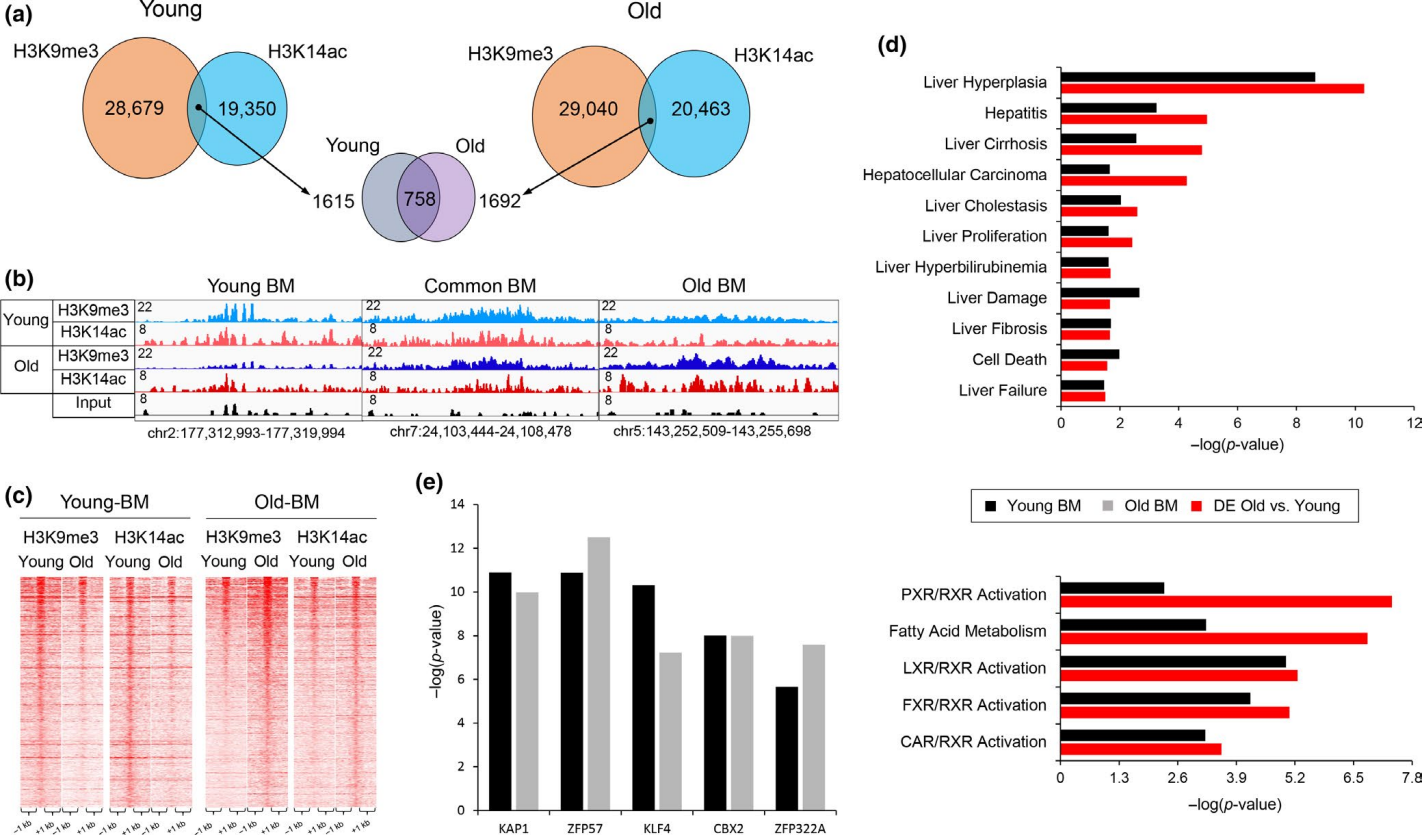
Bivalent regions in young are distinct from those of aged liver. (a) Venn diagrams showing the overlap of H3K9me3 and H3K14ac marks in young (left panel) and old (right panel) livers, identifying 1615 and 1692 bivalent regions (H3K9me3/H3K14ac) with 758 domains were present at both conditions (middle panel). (b) Examples of genomic regions with H3K9me3/H3K14ac bivalent mark specific to young liver (left panel: chr2:177,312,993–177,319,994, bivalent region in red rectangle), common to both (middle panel: chr7:24,103,444– 24,108,478) and old livers (right panel: chr5:143,252,509–143,255,698, bivalent region in red rectangle). Magnitude of the ChIP‐Seq signal is shown on y‐axis. (c) Heatmaps showing H3K9me3 and H3K14ac ChIP‐Seq signal at bivalent regions in young (left panel) and in old livers (right panel). (d) Comparison of overrepresented disease functions (top bar graph) and pathways (bottom bar graph) identified by Ingenuity Pathway Analysis of genes associated with bivalent mark in young livers (Young BM black bar) and differentially regulated genes in aged livers (DE Old vs. Young, red bar). Genes associated with bivalent regions are identified by Genomic Regions Enrichment of Annotations Tool (GREAT, see methods for details). (e) Chromatin‐x Enrichment Analysis (ChEA 2016, part of Enrichr gene set enrichment analysis (Kuleshov et al., 2016) of bivalent regions of young (Young BM, black bar) and old (Old BM, gray bar) livers by Enrichr shows Kap1 (*p*‐value young: 2.89 × 10^–11^, old: 7.55 × 10^–10^) binding sites are most significantly enriched at these bivalent regions. Reads are merged from two replicates in each condition. ChIP‐Seq data for H3K9me3 (Whitton et al., 2018) and RNA‐Seq data (Bochkis et al., 2014) for differentially regulated genes in aged liver are from our previous studies

Bivalent regions specific to young livers lose both marks in old hepatocytes. Similarly, bivalent regions specific to old livers are not marked by both modifications in young livers (Figure 2c). Next, we mapped regions with bivalent marks to closest genes using ChIP‐Seq GREAT (McLean et al., 2010) and compared them to differentially expressed transcripts in old livers (RNA‐Seq) (Bochkis et al., 2014) using Ingenuity Pathway Analysis (IPA). There are many similarities between genes residing in dually marked regions in young livers and genes whose expression changes in old livers, with nuclear receptor (LXR, FXR, CAR, and PXR) activation pathways comparably enriched (Figure 2d). This comparison suggests that genes in H3K9me3/H3K14ac bivalent regions are in poised inactive state in adult liver, similar to classical H3K4me3/H3K27me3 bivalent domains characterized in mESCs (Bernstein et al., 2006). Genes regulated by nuclear receptor gene pathways in bivalent regions in young livers get activated in old hepatocytes.

In contrast, only several pathways are similar between genes mapped from dually marked regions in old livers and differentially expressed genes (“Oxidative Stress,” *p*‐value <8.51E‐3, “Liver Proliferation,” *p*‐value < 8.51E‐3, “Ahr signaling,” *p*‐value < 9.77E‐3). Additional functional analysis using EnrichR (Kuleshov et al., 2016) identified Kap1 binding sites (ChIP‐Seq, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE31183) as significantly overrepresented among both regions identified as dually marked in both young and old livers (*p*‐values < 7.55E‐10 and < 2.90E‐11, respectively, Figure 2e). Kap1 interacts with Setdb1 (Schultz, Ayyanathan, Negorev, Maul, & Rauscher, 2002), a chromatin regulator that is associated with H3K9me3/H3K14ac dually marked regions in mESCs (Jurkowska et al., 2017). Our analysis suggests that Setdb1 in complex with Kap1 is also associated with H3K9me3/H3K14ac bivalent regions in young and old livers.

*K9me3/K14ac single nucleosomes correlate with H3K9me3/H3K14ac dually marked bivalent genomic regions.* Our mass spectrometry data showed a quantitative decrease of K9me3/K14ac single H3 histone tails in old livers, while intersection of genomic regions bound by H3K9me3 and H3K14ac identified a comparable number of dually marked genomic sites (1,615 in young and 1,692 in old livers). In order to resolve this issue, we performed sequential ChIP (both H3K9me3 > H3K14ac and H3K14ac > H3K9me3) followed by next‐generation sequencing in young and old livers to identify co‐localization of the two marks at the same genomic locus. We detected both H3K9me3 and H3K14ac bulk signal in reChIP signal, corresponding to dually marked single nucleosomes, in young and old livers that is absent in random genomic regions (Figure 3a,b, Figure S1a,b). The magnitude of reChIP signal is decreased in aged hepatocytes (Figure 3b). In addition, we observed Setdb1 and Kap1 binding in bivalently marked single nucleosome regions, which was absent in random genomic regions (Figure 3c, Figure S1c). The resolution of sequential ChIP can identify bivalent nucleosomes but is not sufficient to pinpoint dually marked single histone tails. However, since we identified Setdb1 ChIP‐Seq signal in sequential ChIP‐Seq regions, a subset of reChIP sites corresponds to dually modified single histone tails because Setdb1 has been shown to recognize and be recruited to dually modified H3K9me3/H3K14ac peptides (Jurkowska et al., 2017). Hence, our results show a correlation between H3K9me3/H3K14ac bulk bivalent regions, bivalent nucleosomes, and dually marked single histone tails. However, pinpointing the exact correspondence between these sites will require further study. Ingenuity Pathway Analysis of genes that mapped to sequential ChIP regions in young livers identified pathways, including activation of nuclear receptors CAR, TR, and PPAR‐dependent gene expression (Figure 3d). similar to gene expression changes in old lives (Figure 2d, (Bochkis et al., 2014). Examples of sequential ChIP regions with bulk H3K9me3 and H3K14ac signal and Setdb1 binding are shown in Figure 3e.

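In the peak lists of the bulk ChIP-Seq experiments, the left window of Fig. 3e (chromosome 14, 91351855 to 91372807, GRCm38), which overlaps no annotated gene, had neither an H3K14ac nor a Setdb1 peak at either age. The nearest H3K14ac peak lay 8184 bp away in young liver and 149463 bp away in old liver. For Setdb1 the nearest peak was 13476 bp away in young and 4248 bp away in old liver. The right window (chromosome 1, 92919646 to 92920196), within Rnpepl1, had no H3K14ac or Setdb1 peak either. There the nearest H3K14ac peak lay 108697 bp away in young and 7984 bp away in old liver, the latter over an exon of Rnpepl1 within 1 kb of a start site, and the nearest Setdb1 peaks lay 86268 bp and 84634 bp away. A peak list holds only the regions past the authors' threshold, so signal below it does not appear. The sequential ChIP samples and the H3K9me3 signal were not analysed here.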

**Figure 3:**
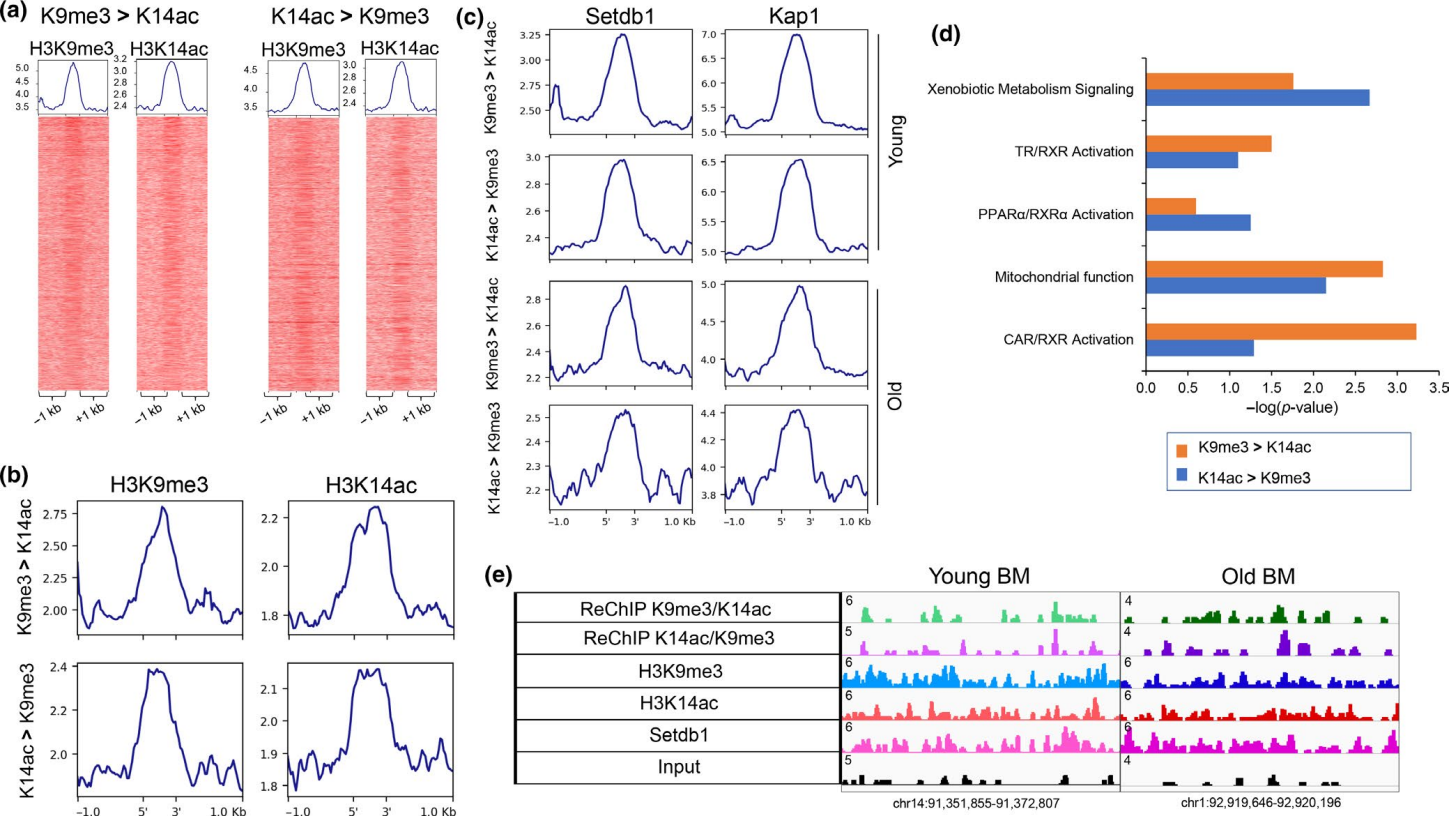
K9me3/K14ac single H3 nucleosomes correlate with H3K9me3/H3K14ac dually marked bivalent genomic regions. (a) Heatmaps showing H3K9me3 (left) and H3K14ac (right) ChIP‐Seq signal at top 5,000 sequential ChIP regions in young livers (H3K9me3 > H3K14ac on the left, H3K14ac > H3K9me3 on the right). (b) Profile plots generates by deeptools showing H3K9me3 (left panel) and H3K14ac (right panel) signal at top 2,000 sequential ChIP regions in old livers (H3K9me3 > H3K14ac, top panel, H3K14ac > H3K9me3, bottom panel). Average number of reads per bin (25 bp) is shown on y‐axis. Reads from one biological replicate in each condition. (c) Profile plots generates by deeptools showing Setdb1 (left panel) and Kap1 (right panel) signal at top 5,000 sequential ChIP regions in young livers (H3K9me3 > H3K14ac, H3K14ac > H3K9me3, top two panels) and at top 2,000 sequential ChIP regions in old livers (H3K9me3 > H3K14ac, H3K14ac > H3K9me3, bottom two panels). Average number of reads per bin (25 bp) is shown on y‐axis. Reads from one biological replicate in each condition. (d) Ingenuity Pathway Analysis of genes that mapped to sequential ChIP regions in young livers (K9me3 > K14ac in orange, K13ac > K9me3 in blue) identified pathways, including activation of nuclear receptors CAR, TR, and PPAR‐dependent gene expression, similar to gene expression changes in old lives. (e) Examples of sequential ChIP regions with bulk H3K9me3 and H3K14ac signal and Setdb1 binding (chr14:91,351,855–91,372,807, left panel and chr1:92,919,646–92,920,196, right panel)

*Binding of Hdac3, Setdb1, and Kap1 associated with genomic bivalent regions.* We have previously implicated Hdac3, a H3K9 deacetylase, with a role in age‐associated hepatic steatosis (Bochkis et al., 2014). We hypothesized that Hdac3 activity could be important in establishing the dually marked sites. Strikingly, Hdac3 binding sites (ChIP‐Seq, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE60393 from (Bochkis et al., 2014)) correlated with presence of H3K9me3 signal in about third of bivalent regions in both young and old livers (Figure 4a). We find that Hdac3 binds bivalent regions that are specific to young livers and common to young and old livers but is not occupying old‐specific bivalent regions. Examples of Hdac3‐bound bivalent regions include apolipoprotein genes in young and inflammatory genes in old livers (Figure 4b, Figure S2a). In addition, we detect Hdac3 binding in dual H3K9me3/H3K14ac reChIP regions young and old livers. The signal is weaker in old livers and is absent in random genomic regions (Figure S2b,c). We propose a model where first a histone acetyltransferase acetylates both H3K9 and H3K14, known to be acetylated together in many regions (Karmodiya et al., 2012), followed by deacetylation of H3K9 residue by Hdac3 allowing for its subsequent tri‐methylation (Figure 4c). Our model is consistent with two previous reports showing that Hdac3 is essential to H3K9ac/H3K9me3 transition (Bhaskara et al., 2010; Ji et al., 2019). Next, in order to differentiate between bivalent regions bound versus not occupied by Hdac3, we performed motif scanning analysis using PscanChIP (Zambelli, Pesole, & Pavesi, 2013). Interestingly, Onecut/HNF6 motif was highly enriched in Hdac3‐bound regions in both young and old livers (*p*‐values < 4.3E‐38 and 6.8E‐7, respectively, Figure 4d). Our analysis is consistent with a previous report implicating HNF6/Hdac3 complex in regulation of hepatic lipid metabolism (Zhang et al., 2016). In contrast, motifs in dually marked regions without Hdac3 occupancy included Srf in both young and old livers (*p*‐values < 0.001 and 6.1E‐6) and several nuclear receptors (young NR3C1, *p*‐value < 7.4E‐7; old RXRA: VDR, *p*‐value < .0148). We have previously identified Srf as a potential regulator of hepatic gene expression responsible for age‐dependent metabolic dysfunction (Bochkis et al., 2014).

**Figure 4:**
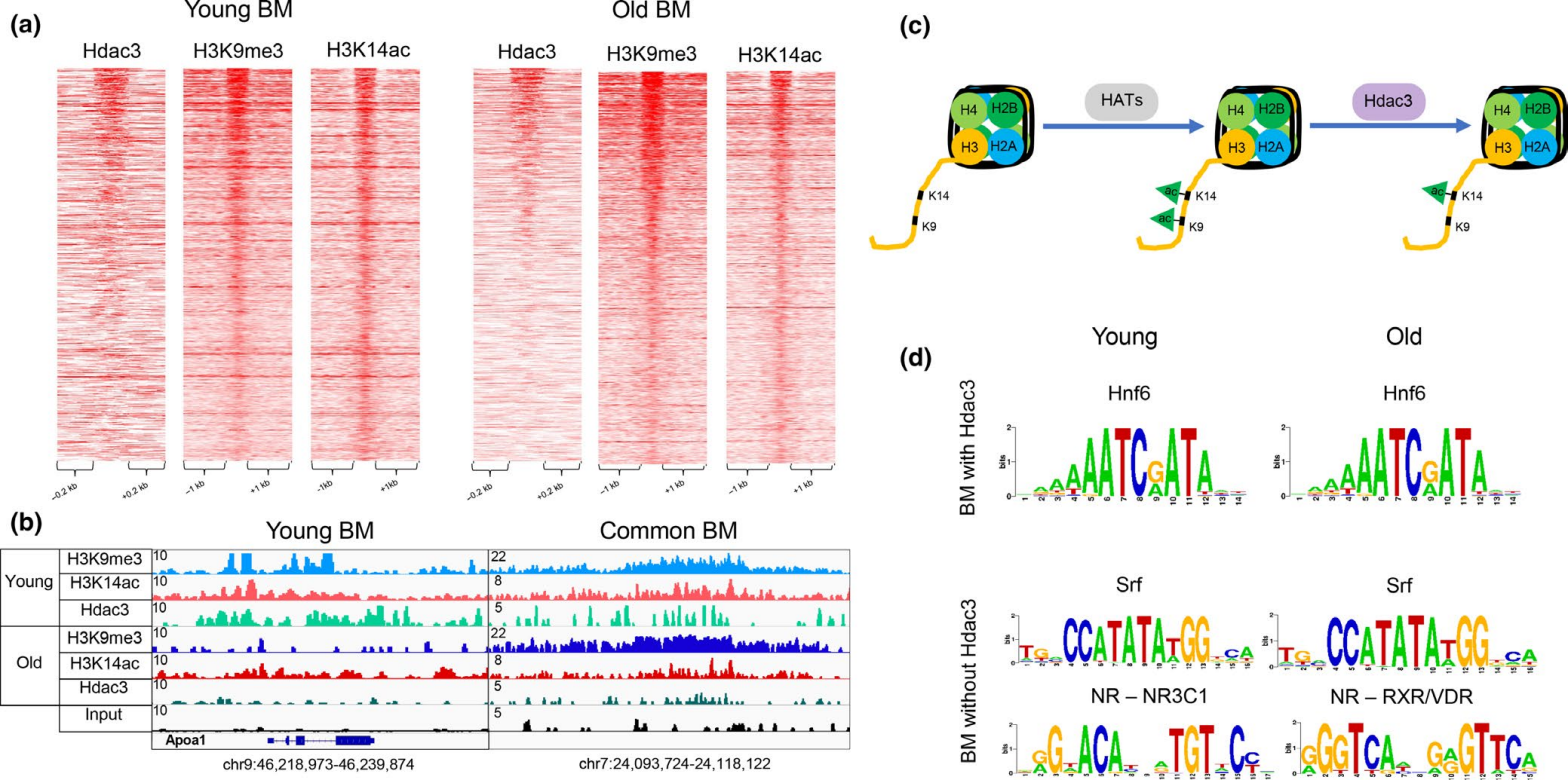
Hdac3 occupies H3K9me3/H3K14ac bivalent regions. (a) Heatmaps showing Hdac3, H3K9me3, and H3K14ac ChIP‐Seq signal at bivalent regions of young (left panel) and old (right panel) livers. A subset of bivalent regions is bound by Hdac3 in both young and old livers. (b) Examples of genomic regions showing the bivalent region bound by Hdac3 in young livers (chr9:46,218,973–46,239,874) and common to young and old livers (chr7:24,093,724–24,118,122). Magnitude of the ChIP‐Seq signal is shown on y‐axis. (c) Model implicating histone deacetylase, Hdac3, in establishment of bivalent mark. First, a histone acetyltransferase acetylates both H3K9 and H3K14, known to be acetylated together in many regions, followed by deacetylation of H3K9 residue by Hdac3, allowing for its subsequent tri‐methylation. (d) Overrepresented motifs in the bivalent regions with and without Hdac3 binding in young and old livers, identified by PscanChIP. Onecut/Hnf6 motifs were enriched in both young and old bivalent regions bound with Hdac3 livers (*p*‐values < 4.3E‐38 and 6.8E‐7, respectively). In contrast, motifs in dually marked regions without Hdac3 occupancy included Srf in both young and old livers (*p*‐values < 0.001 and 6.1E‐6) and several nuclear receptors (young NR3C1, *p*‐value < 7.4E‐7; old RXRA: VDR, *p*‐value < 0.0148). ChIP‐Seq data for Hdac3 (Bochkis et al., 2014) and H3K9me3 (Whitton et al., 2018) are from our previous studies

To complete the assembly of bivalent sites, we propose that deacetylation of H3K9 by Hdac3 is followed by writing of H3K9 triple methylation by a histone methyltransferase Setdb1 (Figure 5a). We identified the overlap of dually marked regions with Kap1 binding sites to be highly significant in both young and old livers (*p*‐value < 7.55E‐10, Figure 2e). Kap1 is often found in complex with Setdb1 (Schultz et al., 2002), a H3K9 methyltransferase associated with H3K14ac/H3K9me3 dual sites in mESCs (Jurkowska et al., 2017). 

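Setdb1 methylates H3K9, and Kap1, the product of the gene Trim28, is its partner in the complex. For Setdb1, the authors merged the reads of 3 young and 3 old livers before peak calling, while the legend of Fig. 5b gives 2 merged replicates. For Kap1 they merged 2 young and 2 old livers. Mice were of the same ages as for H3K14ac, and alignment to GRCm38 and peak calling followed the same steps, with another q-value for each factor. The deposited peaks again carry no height or score. Setdb1 peaks were 200 bp wide in 97.1% of cases in young and 98.1% in old liver, and Kap1 peaks were 150 bp wide in 88.0% and 85.2%. The widest Setdb1 peaks measured 5972 bp in young and 2769 bp in old liver, and the widest Kap1 peaks 17736 bp and 15870 bp. No peak of these 4 lists overlapped another of its own list. Within 1 kb of a transcription start site lay 4.36% of the young and 4.35% of the old Setdb1 peaks, against means of 4.83% and 4.85% for random placements. For Kap1 the shares were 6.82% and 6.40%, against 4.92% at both ages.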

To test the hypothesis, we performed genome‐wide location analysis (ChIP‐Seq) of Setdb1 and Kap1 binding in young and old livers. 

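In young liver the Setdb1 peaks covered 10.3 Mb and the Kap1 peaks 9.27 Mb, at a mean density of 19.0 and 18.4 peaks per Mb. Chromosome 1 held the most Setdb1 peaks, 4068, whereas chromosome 19 was the densest in them with 32.8 per Mb. Chromosome 7 stood first for Kap1 by both number and density, with 4838 peaks or 34.0 per Mb. The single Mb richest in Setdb1 peaks, on chromosome 19 from 13000001 to 14000000, had 56 of them, and the one richest in Kap1 peaks, on chromosome 4 from 147000001 to 148000000, had 240.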

Setdb1 and Kap1 bind a similar number of sites (50,583, FDR 5%, *q*‐value = 0.04 and 48,915, FDR 5%, *q*‐value = 0.05, respectively) in young livers. Occupancy of both factors is significantly reduced in old livers (13,877 and 22,141, respectively). 

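The number of Setdb1 peaks in old liver was 27.4% of that in young liver, and the number of Kap1 peaks was 45.3%. In base pairs, Setdb1 peaks covered 2.83 Mb in old liver, 27.4% of the young length, and Kap1 peaks covered 4.52 Mb, 48.7% of it. With 1 pooled list per age there is no spread between livers to set these differences against, and they were not tested. Young and old Setdb1 peaks formed 432 overlapping pairs, against a mean of 115 and a maximum of 150 at random (p = 0.001, one-sided permutation test by placement). Of the old Setdb1 peaks, 431 or 3.11% had a young partner (95% Wilson interval 2.83% to 3.41%). Young and old Kap1 peaks formed 3919 pairs, against a mean of 179 and a maximum of 222 at random (p = 0.001, the same permutation test), and 3781 old Kap1 peaks, or 17.1% (16.6% to 17.6%), had a young partner. Moving each young peak by 10 to 100 kb gave a mean of 130 pairs for Setdb1, of which the observed pairs were 3.31 times as many, and a mean of 1223 for Kap1. With a gap of up to 500 bp allowed, the pairs rose to 830 for Setdb1 and 7211 for Kap1.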

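In young liver 1047 of the Setdb1 peaks shared at least 1 bp with a Kap1 peak, or 2.07% (95% Wilson interval 1.95% to 2.20%). Random placement of the Setdb1 peaks gave a mean of 0.756%, so the observed share was 2.74 times the random one (p = 0.001, one-sided permutation test by placement). In old liver the share was 253 peaks or 1.82% (1.61% to 2.06%), which was 5.04 times the random mean of 0.362% (p = 0.001, the same permutation test). Moving each Setdb1 peak by 10 to 100 kb in place of random placement lowered these multiples to 2.16 in young and 3.24 in old liver. Sites drawn to match the GC content and soft-masked share of the 200 bp Setdb1 peaks lay on Kap1 peaks in 0.813% of cases in young liver, whereas 1.61% of those Setdb1 peaks did. The share fell to 1.02% in young and 1.04% in old liver where the overlap had to cover at least 50% of both peaks. With a gap of up to 500 bp allowed it reached 4.65% in young liver against a random mean of 2.54%, and 3.36% in old liver against 1.20%.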

We identified Kap1 signal at Setdb1 binding sites in both young and old livers (Figure 5b) that is absent in random genomic regions (Figure S3), suggesting that Kap1 occupies Setdb1 genomic regions. Expression of both factors does not change either on mRNA or protein level (Figure 5c). Hence, observed redistribution of binding of these regulators in old livers is independent of expression. Since Setdb1 is associated with H3K9me3/H3K14ac dually marked regions in mESCs (Jurkowska et al., 2017), we looked for presence of Setdb1/Kap1 complex in bivalent regions in young and old livers. 

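Of the H3K14ac peaks in young liver, 2341 or 12.1% shared at least 1 bp with a Kap1 peak (95% Wilson interval 11.6% to 12.6%), against a random mean of 1.39%. A Setdb1 peak was found at 523 of them, or 2.70% (2.48% to 2.94%), against 1.44% at random. In old liver 1361 H3K14ac peaks or 6.65% met a Kap1 peak (6.32% to 7.00%), against 0.639% at random, and 170 or 0.831% met a Setdb1 peak (0.715% to 0.965%), against 0.398%. Peaks of both factors were found at 197 young H3K14ac peaks, or 1.02% (0.886% to 1.17%), where random placement gave a mean of 8.95 peaks. They were found at 71 old H3K14ac peaks, or 0.347% (0.275% to 0.437%), where random placement gave a mean of 2.06. Each of these 6 counts lay above all 1000 random placements (p = 0.001, one-sided permutation test). After shifts by 10 to 100 kb the means were higher. For Kap1 they were 5.85% in young and 2.75% in old liver, for Setdb1 1.65% and 0.475%, and for both factors 49.4 and 12.2 peaks, so that the observed peaks with both were 3.98 and 5.84 times as many. H3K14ac peaks with both factors numbered 381 in young and 112 in old liver with a gap of up to 500 bp, and 94 and 38 with every peak set to 200 bp. Counts that need at least 50% of an H3K14ac peak to be covered are left out, because Setdb1 and Kap1 peaks of the commonest widths are too narrow for that. In the first 50% of each list, chosen after seeing the data, there were 51 and 19. The H3K9me3 side of the bivalent regions was not analysed here, so these counts are over all H3K14ac peaks.

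**Figure D1:**
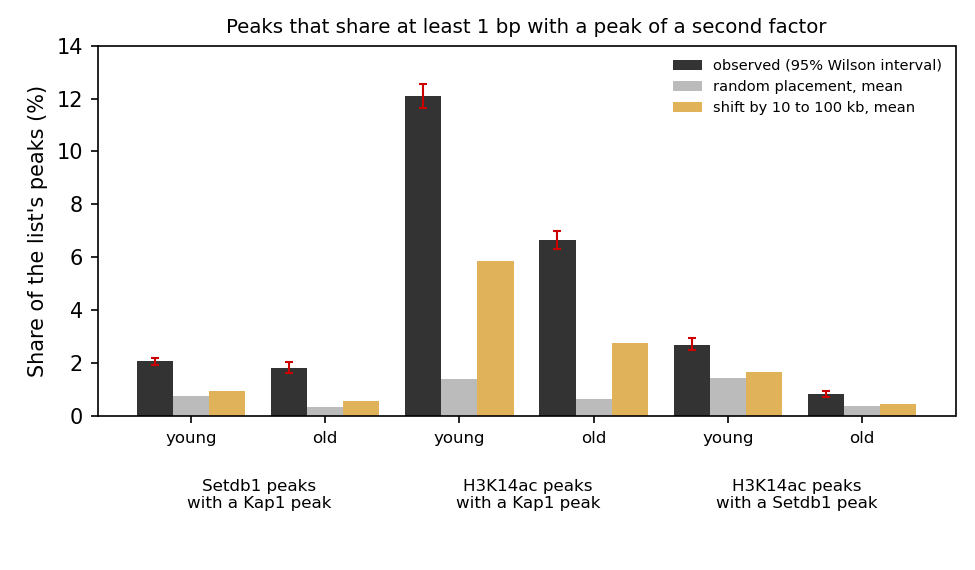
Share of peaks (%) that share at least 1 bp with a peak of a second factor, for young and old liver. Dark bars are the observed shares with 95% Wilson intervals, grey bars the mean of 1000 random placements and yellow bars the mean of 1000 shifts by 10 to 100 kb. Kap1 lies at 12.1% of young and 6.65% of old H3K14ac peaks, and each observed bar stands above both of its comparison bars.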

Heatmaps of ChIP‐Seq signal show 32% overlap in young (514/1615) and 24% in old (405/1692 hepatocytes (Figure 5d). We find that Setdb1/Kap1 complex binds bivalent regions that are specific to young livers and common to young and old livers but is not occupying old‐specific bivalent regions (Figure 5e). 

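The young-specific example of Fig. 5e (chromosome 12, 7976007 to 7982176, GRCm38) contains the transcription start site of Apob, which encodes an apolipoprotein. H3K14ac had 2 young peaks there, from 7977587 to 7978086 and from 7978108 to 7978607, and 1 old peak from 7977705 to 7978204, all within 1 kb of a start site. No Setdb1 or Kap1 peak lay in the window at either age. The nearest young Setdb1 peak, from 7974106 to 7974305, lay 1701 bp outside it, and the nearest young Kap1 peak 84038 bp outside. The example common to both ages (chromosome 12, 20230739 to 20233003) lies in an intron of the noncoding gene Gm49692. A single wide peak spanned it in 5 of the 6 lists. Its width was 4292 bp for H3K14ac, 4748 bp for Setdb1 and 4858 bp for Kap1 in young liver, and 4337 bp for H3K14ac and 4772 bp for Kap1 in old liver. The old Setdb1 list had no peak there, the nearest lying 324420 bp away. In each of these 5 peaks the central 500 bp has at least 1 further copy in the reference sequence. The copy matches at 95% identity or more over at least 90% of the length, and may lie outside the assembled chromosomes. None of the peaks in the Apob window has such a copy. The figure shows the magnitude of signal, and signal below the authors' threshold for a peak does not appear in the lists. No old-specific example is given with coordinates in that figure. The paper proposes a model (Fig. 5a) in which Setdb1, bound to Kap1, recognizes acetylated H3K14 and methylates H3K9.

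**Figure D2:**
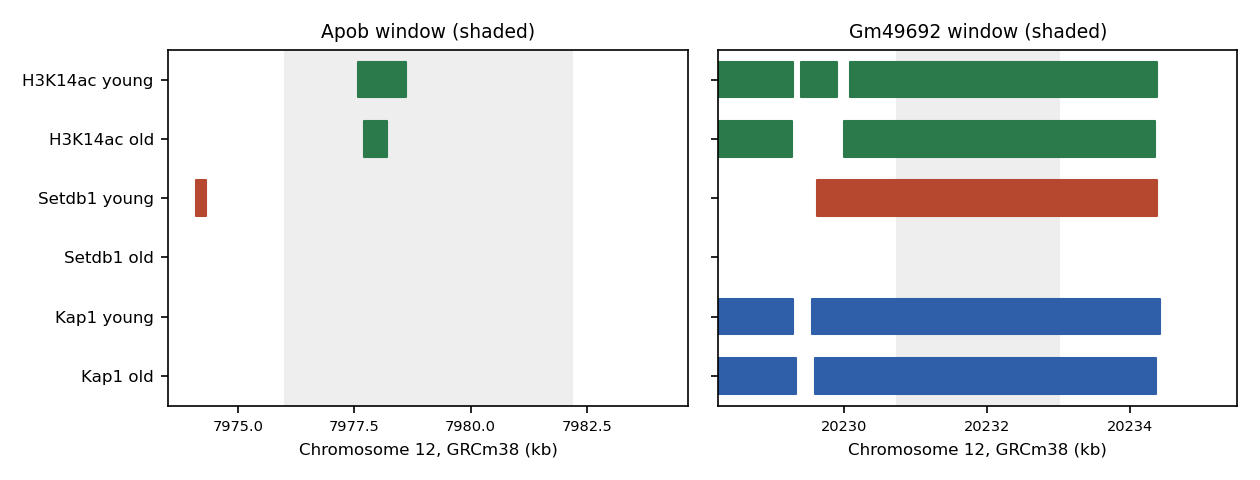
Peaks of the 6 lists around the windows of Fig. 5e on chromosome 12 (position in kb, GRCm38); coloured bars are peaks and the shaded area is the window. In the Apob window only H3K14ac has peaks, whereas in the Gm49692 window every list except old Setdb1 has a wide peak.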

Similar to bivalent regions bound by Hdac3, PscanChIP analysis identified Onecut/HNF6 motif to be significantly enriched in Setdb1/Kap1‐bound bivalent sites in young and old livers (*p*‐values < 1.4E‐34 and < 3.8E‐28, respectively, Figure 5f). In contrast, motifs in dually marked regions without Setdb1//Kap1 occupancy included Srf in both young and old livers (*p*‐values < 5.5E‐6 and 0.0088, respectively) and several nuclear receptors (NR3C1, *p*‐values«.0002 and .0006, respectively).

**Figure 5:**
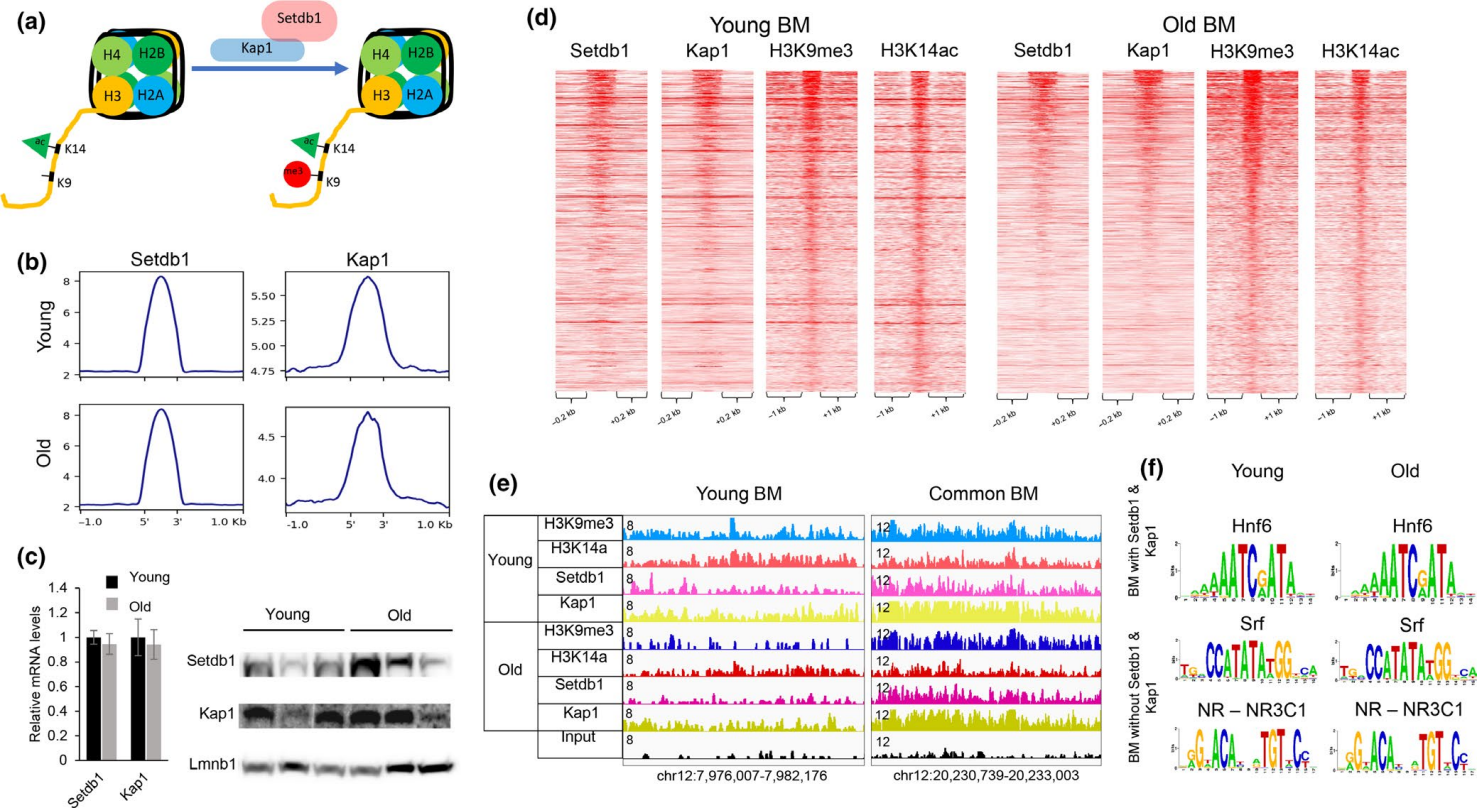
Setdb1/Kap1 complex associates with bivalent regions. (a) Model implicating histone methyltransferase, Setdb1, in establishing regions with bivalent mark. Setdb1, in complex with Kap1, methylates H3K9 by recognizing H3K14 acetylation, creating a new dually marked region. (b) Profile plot generated by deeptools showing Setdb1 (left panel) and Kap1 (right panel) signal at Setdb1‐bound regions in young (top panel) and old (bottom panel) livers. Average number of reads per bin (25 bp) is shown on y‐axis. Reads were merged from two biological replicates in each condition. (c) Relative mRNA levels (*n* = 4, left panel) of Setdb1 and Kap1 by quantitative RT‐PCR. Western blot analysis (*n* = 3, right panel) of protein nuclear extracts with antibodies to Setdb1, Kap1, and Lmnb1 (loading control) in young and old livers. mRNA and protein expression levels of Setdb1 and Kap1 did not change significantly. Gapdh was used as normalizing control in quantitative RT‐PCR. (d) Heatmaps showing Setdb1, Kap1, H3K9me3, and H3K14ac ChIP‐Seq signal at bivalent regions of young (left panel) and old (right panel) livers. A subset of regions with bivalent mark is bound by Setdb1 and Kap1 in both young and old livers. (e) Examples of genomic regions showing bivalent regions bound by Setdb1/Kap1 complex in young (chr12:7,976,007–7,982,176) and common to young and old livers (chr12:20,230,739–20,233,003) livers. Magnitude of the ChIP‐Seq signal is shown on y‐axis. (f) Overrepresented motifs in the bivalent regions with and without Setdb1/Kap1 binding in young and old livers, identified by PscanChIP. Hnf6 motifs were enriched in bivalent regions occupied by Setdb1/Kap1 in both young and old livers (*p*‐values < 1.4E‐34 and < 3.8E‐28, respectively). In contrast, motifs in dually marked regions without Setdb1/Kap1 occupancy included Srf in both young and old livers (*p*‐values < 5.5E‐6 and 0.0088, respectively) and several nuclear receptors (NR3C1, young NR3C1, *p*‐values«.0002 and .0006, respectively). ChIP‐Seq data for H3K9me3 are from our previous study (Whitton et al., 2018)

*Hdac3, Setdb1, and Kap1 co‐localize to same bivalent regions.* Considering that both Hdac3‐bound and Setdb1/Kap1 bound bivalent regions were enriched for the sample Onecut/HNF6 motif, we next investigated the possibility if Hdac3 and Setdb1/Kap1 complex were occupying the same sites. Remarkably, the three factors were bound in same regions in both young and old livers (Figure 6a). Our observations are consistent with a previous report showing that N‐Cor complex containing Hdac3 interacts with Kap1 (Underhill, Qutob, Yee, & Torchia, 2000). Next, we wanted to ascertain whether HNF6 was indeed bound in bivalent regions as motif analysis suggested. We compared HNF6 binding in young liver from a previous study (ArrayExpress E‐MTAB‐2060)(Wang et al., 2014) finding that occupies a subset of Hdac3/Setdb1/Kap1 bound bivalent sites (19% overlap, 308/1615 of all bivalent sites in young liver, Figure 6a). Examples of HNF6 bound elements at apolipoprotein genes Apob and Apoc1 are shown in Figure 6b. Subsequent comparison of genes in HNF6‐bound bivalent regions in young livers and differentially expressed genes in old livers showed an overlap of pathways, including activation of CAR, FXR, and LXR‐dependent gene expression (‐log(*p*‐value) 1.69, 3.18, 3,34, IPA, Figure 6c). Further, we compared genes differentially expressed in HNF6, Hdac3, and Kap1 knockout livers with genes whose expression changed in old hepatocytes. Remarkably, the overlap included similar pathways enriched in all three knockout models. These include activation of LXR and PPAR‐dependent gene expression, consistent with development of steatosis in aged liver (Figure 6d).

**Figure 6:**
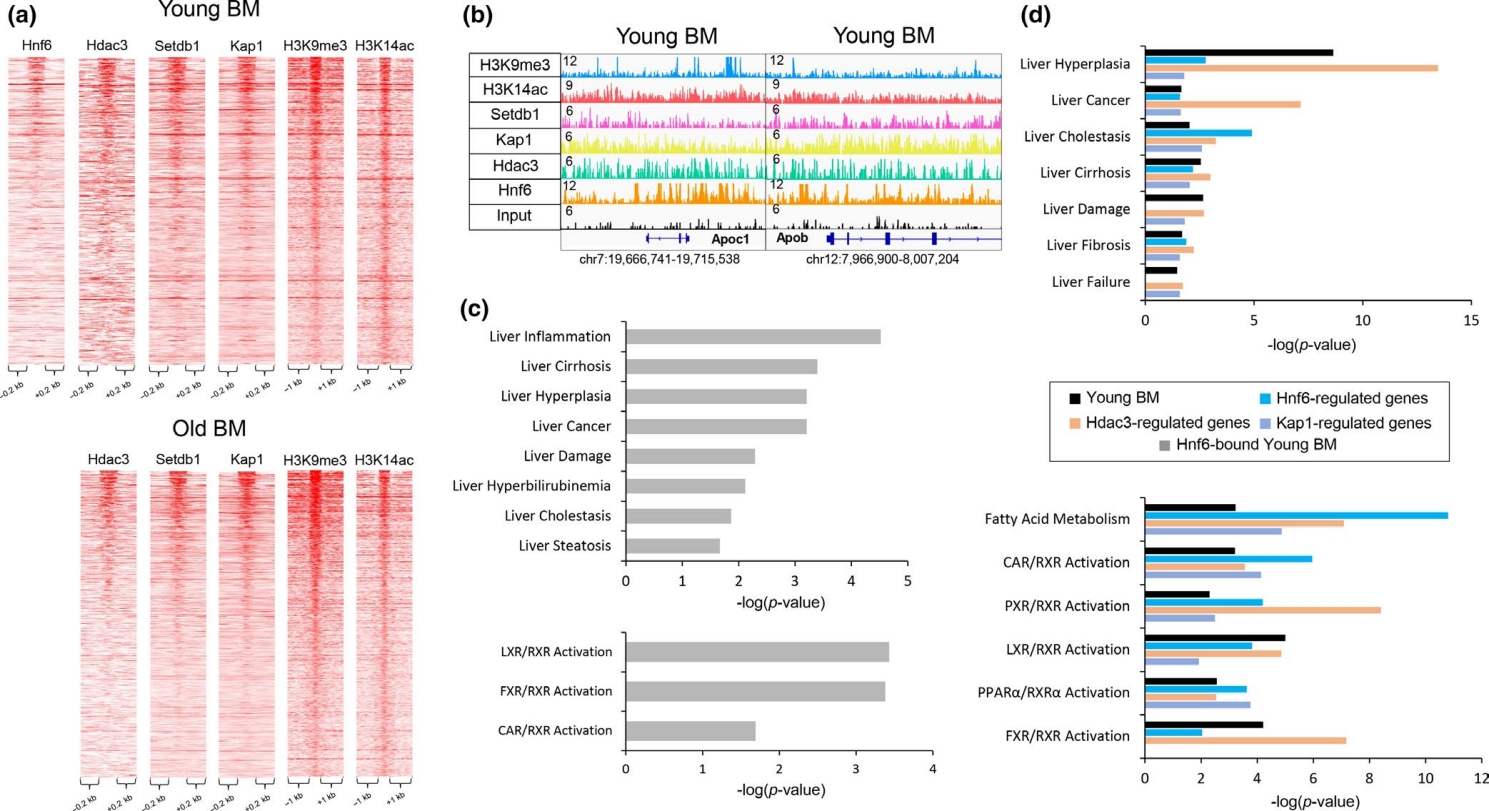
Hdac3, Setdb1, and Kap1 co‐localize to same bivalent regions. (a) Heatmaps showing Hnf6, Hdac3, Setdb1, Kap1, H3K9me3, and H3K14ac ChIP‐Seq signal at regions with bivalent mark in young (left panel) and old livers (right panel). A subset of bivalent regions occupied by both Hdac3 and Setdb1/Kap1 complex is also bound by Hnf6 in young livers. (b) Examples of genomic regions showing the bivalent region bound by Hnf6, Hdac3, and Setdb1/Kap1 complex in young livers include regions near two apolipoprotein genes, Apoc1 (chr7:19,666,741–19,715,538), and Apob (chr12:7,976,007–7,982,176). Magnitude of the ChIP‐Seq signal is shown on y‐axis. (c) Ingenuity Pathway Analysis (IPA) of genes associated with Hnf6‐bound bivalent regions in young livers (Hnf6‐bound Young BM, gray bar) showing significantly overrepresented disease functions (top panel) and pathways (bottom panel). Inflammation, hyperplasia, and steatosis are among most significantly overrepresented hepatotoxicity functions (*p*‐values < 3.92E‐5, 6.24E‐4, 2.16E‐2, and LXR, FXR, and CAR activation pathways (‐log(*p*‐value) 3.34, 3.18) are most significantly overrepresented. (d) Comparison of overrepresented disease functions (top panel) and pathways (bottom panel) identified by Ingenuity Pathway Analysis (IPA) between young liver bivalent mark‐associated genes (Young BM, black bar) and genes regulated by Hnf6 (blue bar), Hdac3 (orange bar), and Kap1 (purple bar). Genes associated with bivalent regions are mapped by Genomic Regions Enrichment of Annotations Tool (GREAT). Expression data for Hnf6 (Zhang et al., 2016), Hdac3 (Sun et al., 2013), and Kap1‐regulated (Bojkowska et al., 2012) gene sets are published microarray studies. ChIP‐Seq data for Hnf6 are from a published study (Wang et al., 2014) and for H3K9me3 are from our previous study (Bochkis et al., 2014)

In summary, we show a correlation between H3K9me3/H3K14ac dually marked single histone tails and H3K9me3/H3K14ac bulk bivalent genomic regions (Figure 1a, Figure 3a). We propose a model where first close residues H3K9 and H3K14 are acetylated by the same histone acetyltransferase (HAT), then H3K9 is deacetylated by Hdac3, allowing for subsequent triple methylation of H3K9 by Setdb1/Kap1 and establishment of the bivalent region (Figure 7). Our model is consistent with a prior study reporting that, first, established H3K14ac mark is recognized by the Tudor domain of Setdb1, followed by triple methylation of H3K9 by the SET domain of Setdb1 (Jurkowska et al., 2017).

**Figure 7:**
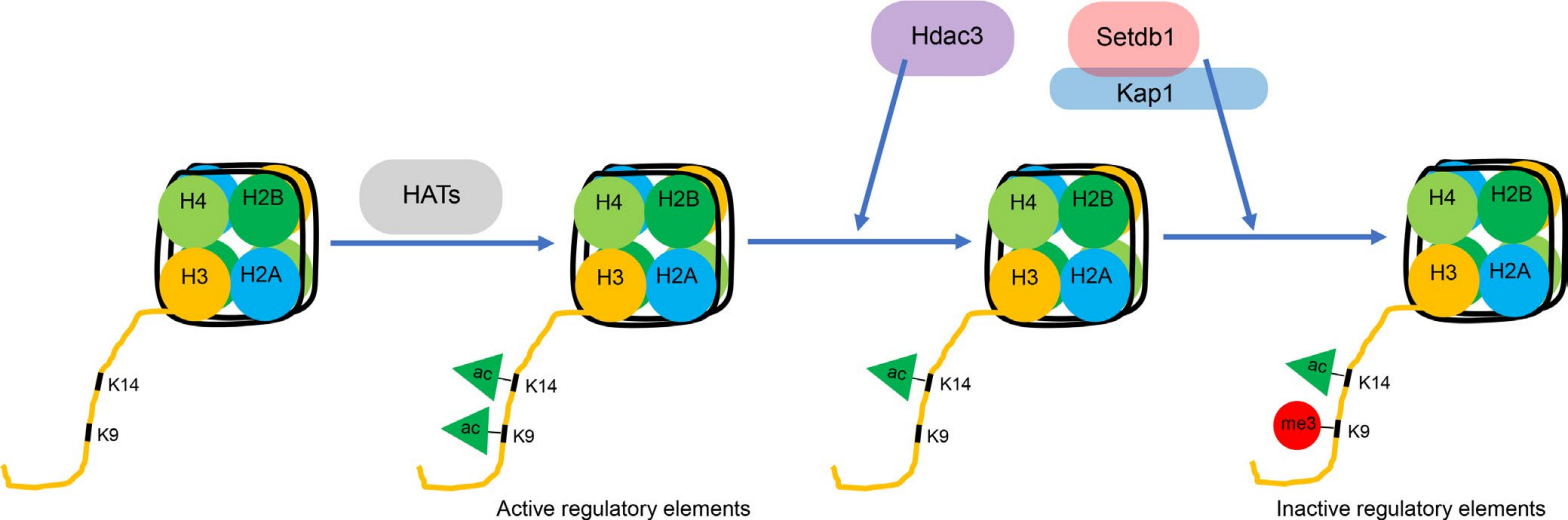
Model describing establishment of H3K9me3/H3K14ac bivalent mark. We show that Hdac3, Setdb1, and Kap1 co‐localize to both single histone tail and bulk dually marked H3K9me3/H3K14ac genomic regions. This bivalent mark is established in two steps. First, close residues H3K9 and H3K14 are acetylated by the same histone acetyltransferase (HAT). And second, H3K9 is deacetylated by Hdac3, allowing for subsequent triple methylation of H3K9 by Setdb1, which is found in complex with Kap1, and establishment of the bivalent region. There is a possibility that Hdac3 and Setb1 could be in the same complex. Hdac3 is a part of Ncor1 complex that has been shown to interact with Kap1 (Underhill et al., 2000), which in turn interacts with Setdb1 (Schultz et al., 2002)

## 3 DISCUSSION

Here, we performed chromatin profiling by quantitative targeted mass spectrometry to assess all possible modifications of the core histones in young and old liver. We discovered that a hepatic bivalent combination, dually marked H3K9me3/H3K14ac modification, is significantly decreased in old hepatocytes. Subsequent sequential ChIP‐Seq identified dually marked single nucleosome regions, with reduced number of sites and decreased signal in old livers, confirming mass spectrometry results. We detected H3K9me3 and H3K14ac bulk ChIP‐Seq signal in reChIP single nucleosome regions, suggesting a correlation between H3K9me3/H3K14ac bulk bivalent genomic regions and dually marked single nucleosomes. Presence of this bivalent mark has been reported previously in mESCs where the authors linked H3K14ac, recognized by the Tudor domain of Setdb1, to H3K9me3, methylated by SET domain of Setdb1 (Jurkowska et al., 2017). The authors reported a larger H3K14ac/H3K9me3 overlap in ES cells (12,400 bivalent regions, 2,231 bound by Setdb1). We observe a smaller number of bivalent genomic regions in adult differentiated tissue.

In addition to Setdb1, we also localized Kap1, an interaction partner of Setdb1, and Hdac3, an enzyme that deacetylates H3K9, to bivalent regions. While binding of Hdac3 is typically associated with absence of H3K9ac mark (Feng et al., 2011), we find that Hdac3 correlates with presence of H3K9me3 modification. We propose that Hdac3/Setdb1/Kap1 act in concert, with Hdac3 first deacetylating H3K9, followed by subsequent triple methylation by Setdb1. About half of sites occupied by Hdac3/Setdb1/Kap1 are also bound by HNF6. Hdac3 has been shown to bind DNA in complex with HNF6 (Zhang et al., 2016) at regulatory elements of lipid metabolic genes but a relationship between HNF6 and Setdb1 has not been reported previously. Since Hdac3 binding is circadian (Feng et al., 2011), it is likely that a different subset of HNF6‐bound regions could overlap with Hdac3 at a different time point.

Further, we observe similarities between genes connected to bivalent marks in young liver and those differentially expressed in old liver. Apolipoprotein genes that govern cholesterol export and genes important for triglyceride synthesis are of particular interest. They correspond to gene expression and metabolic changes, such as increased cholesterol secretion (Einarsson, Nilsell, Leijd, & Angelin, 1985) and development of hepatic steatosis (Whitton et al., 2018) in old livers. Interestingly, these genes are connected to regions bound by HNF6, Hdac3, and Setdb1/Kap1 and comparison analysis of genes regulated by these factors identified pathways similar to those upregulated in old livers. Together, these observations suggest that H3K9me3/H3K14ac dually marked regions constitute a poised inactive state in young livers, which is resolved in old livers, leading to changes in gene expression that contribute to metabolic dysfunction.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Mice

Young (3 months) and old (21 months) male mice (C57BL/6) were purchased from the National Institute of Aging (NIA) aged rodent colony (Charles River Laboratories). Upon arrival, animals were housed for a week to acclimate to the light‐dark cycle at the UVa facility before tissue harvest. Four biological replicates of young and old mice were used for proteomics study. All animal work was approved by Animal Care and Use Committee at UVa (protocol number 4162–03–17).

### 4.2 Analysis of histone modifications by targeted mass spectrometry

Quantitative targeted mass spectrometry‐based profiling of histone modifications was performed at LINCS Proteomic Characterization Center for Signaling and Epigenetics at The Broad Institute of MIT and Harvard University, Cambridge, MA. Detailed experimental procedure for the complete proteomics study is described previously (Creech et al., 2015). Histone modification profiling was performed using the mass spectrometry‐based Global Chromatin Profiling (GCP) assay, as described in detail previously (Creech et al., 2015). Tissue samples were dissected into ~ 1 mm^3^ pieces with razor blades and homogenized in nucleus buffer (as in (Creech et al., 2015)) with an electronic pestle fitted into a microcentrifuge tube. Acid extracted histone preparations were purified by TCA precipitation, mixed 1:1 by mass with 13C6,15N4‐arginine SILAC‐labeled histones derived from an equal parts mixture of HeLa, 239T, and K562 cells, derivatized with NHS‐propionate, digested by trypsinization, rederivatized, and modification profiles were generated by mass spectrometric measurements between the endogenous liver peptides and the SILAC‐labeled standards. All samples were separated on an online Proxeon EASY‐nLC 1,000 UHPLC system (Thermo Scientific) and analyzed on a Q Exactive mass spectrometer (Thermo Scientific). Heatmap of relative abundance of histone modifications was drawn by Morpheus (Morpheus, https://software.broadinstitute.org/morpheus). Analysis of mass spectrometry data was performed as described previously (Creech et al., 2015).

### 4.3 RNA and protein analysis

Analysis of mRNA and protein expression levels were performed as described previously (Whitton et al., 2018). Gapdh was used as normalizing gene for quantitative RT‐PCR analysis. Primer sequences will be provided upon request. Lmnb1 (Abcam, ab16048) was used as loading control. Rabbit polyclonal antibodies specific to KAP1 (Abcam, ab10483) and SETDB1 (Proteintech, 11231–1‐AP) were used in western blotting at 1:1,000 dilution. Student's two sample *t* test was used to analyze the Q‐PCR data.

### 4.4 Chromatin immunoprecipitation, sequential ChIP, and sequencing

Snap‐frozen mouse liver (100 mg) from young and old wild‐type mice was used to prepare chromatin. ChIP and H3K14ac ChIP‐Seq were performed as described previously (Whitton et al., 2018). For Setdb1 and Kap1, a few modifications were incorporated. Particularly, sonication, using Diagenode Bioruptor Pico, was reduced to 11 cycles (30 s pulse on, 30 s pulse off) and libraries were sequenced using Illumina NextSeq 500 following the manufacturer's protocols. Rabbit polyclonal antibodies specific to KAP1 (Abcam, ab10483), SETDB1 (Proteintech, 11231–1‐AP), and anti‐acetyl‐histone‐H3 specific to Lys‐14 (Millipore, 07–353) were used for immunoprecipitation.

For sequential ChIP, the first immunoprecipitation was performed as described for ChIP (Whitton et al., 2018) with some modifications. After the washes, samples were eluted in 100 µl 1% SDS and 10 mM fresh dithiothreitol (DTT) twice for a total elution volume of 200 µl. After each elution, the samples were rotated at 37ºC for 15 min. After the second elution, samples were diluted in TE to 1.5 ml. Then, the second antibody was added and the second ChIP was performed as described previously (Whitton et al., 2018). Rabbit antihistone H3 (trimethyl K9) antibody (ab8898) and anti‐acetyl‐histone‐H3 specific to Lys‐14 (Millipore, 07–353) were used for immunoprecipitation.

### 4.5 ChIP‐Seq and sequential ChIP‐Seq analysis

Detailed description of in silico analysis of sequenced reads is previously described (Whitton et al., 2018). Briefly, reads were aligned to the mouse genome (mm10; NCBI Build 38) using BWA v0.7.12(Li & Durbin, 2009). Duplicate reads were removed using Picard v 1.134 (http://picard.sourceforge.net). Reads (phred score ≥30) that aligned uniquely were used for subsequent analysis. Data from two biological replicates were merged for Kap1 ChIP‐Seq comparison (2 Young and 2 Old). Data from three biological replicates were merged for H3K14ac and Setdb1 ChIP‐Seq comparison (3 Young and 3 Old). PeakSeq (Rozowsky et al., 2009) was used to identify bound peaks against input controls (H3K14ac: FDR 5%, *q*‐value = 0.02; Setdb1: FDR 5%, *q*‐value = 0.04, Kap1: FDR 5%, *q*‐value = 0.05). We also used PeakSeq to call peaks in previously published H3K9me3 data (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE78177, FDR 5%, *q*‐value = 0.01). We used published results for Hdac3 data (Bochkis et al., 2014) ((http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE60393, FDR 5%, *q*‐value = 0.2).

PeakSeq was also used to identify peaks in sequential ChIP‐Seq data. Top 5,000 regions in young livers and top 2,000 regions in old livers (both H3K9me3 > H3K14ac reChIP and H3K14ac > H3K9me3 reChIP) were used for subsequent analysis.

### 4.6 Functional analysis

Sequencing reads were visualized with the Integrative Genome Viewer (IGV)(Robinson et al., 2011). Ingenuity Pathway Analysis (IPA) and PWM scan analysis using PscanCHIP (assembly: mm10, background: mixed) were performed as reported previously (Bochkis et al., 2014). Reads were extended to the size of the library insert (150 bp) to obtain sequences for motif analysis. Functional analysis of ChIP‐Seq peaks was performed as described previously (Whitton et al., 2018) with the following modifications. ChIP‐Seq peaks were associated with closest genes by Genomic Regions Enrichment of Annotations Tool (GREAT) with basal plus extension method and distal regions extended up to 100,000 kb (McLean et al., 2010). Overlap of ChIP‐Seq peak regions was analyzed by bedtools (intersect intervals tool using default parameters) in Galaxy (Hillman‐Jackson et al., 2012). Heatmaps of ChIP‐Seq coverage were generated by deeptools (Ramirez, Dundar, Diehl, Gruning, & Manke, 2014). Expression data from published studies for Hdac3 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE49386), Hnf6 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE83789), and Kap1‐regulated genes (Bojkowska et al., 2012) were accessed from GEO. Differentially expressed genes from published microarray studies were identified by GEO2R tool(Barrett et al., 2013). Chromatin‐x enrichment analysis and analyses for overrepresented pathways and disease conditions were performed by Enrichr (Kuleshov et al., 2016).

### 4.7 Accession numbers

ChIP‐Seq data from this study can be accessed at GEO under accession numbers http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130712 for H3K14ac, Setdb1, and Kap1, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE60393 for Hdac3, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE78177 for H3K9me3, respectively, and ArrayExpress experiment E‐MTAB2060 for Hnf6.

## CONFLICT OF INTEREST

Authors have nothing to report.

## AUTHOR CONTRIBUTIONS

A.J.P. analyzed data and developed a new direction for the project, M.C.M. performed experiments and data analysis, J.K. and S.A. analyzed the data, and I.M.B. developed the project, performed experiments and data analysis, and wrote a draft of the manuscript.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

## Data Availability

ChIP‐Seq data from this study can be accessed at GEO under accession numbers http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130712 for H3K14ac, Setdb1, and Kap1, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE60393 for Hdac3, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE78177 for H3K9me3, respectively, and ArrayExpress experiment E‐MTAB2060 for Hnf6.

# Supplementary material for: Hdac3, Setdb1, and Kap1 mark H3K9me3/H3K14ac bivalent regions in young and aged liver
**Source:** Aging Cell. 2019 Dec 19;19(2):e13092. doi: 10.1111/acel.13092

**Supplementary Information for**

**Hdac3, Setdb1, and Kap1 mark H3K9me3/H3K14ac bivalent regions in young  
and aged liver.**

Andrew J. Price, Mohan C. Manjgowda, Jessica Kain, Swetha Anandh, Irina M. Bochkis

## Supplementary Figure Legends

**Supplementary Table 1 Quantitative targeted Mass-Spectrometry-based profiling of histone modifications** Table contains both raw, processed, and final data values for the mass spectrometry experiment.

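Supplementary Table 1 lists 70 histone peptides measured in 4 old and 4 young livers. A value is the normalized ratio of a peptide's intensity in the liver to that of the SILAC-labeled histone standard, and the sheets give the linear ratio, its log2 and the log2 ratio after normalization to the row's median, as in Fig. 1a. From the log2 sheet, H3K9me3K14ac1 had a mean log2 ratio of -0.19 ± 0.042 (SD, n = 4) in old and -0.069 ± 0.027 (SD, n = 4) in young livers, a difference of -0.12. Every old liver was below every young one (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow). H3K9me1K14ac1 differed by -0.17, again with every old liver below every young one (exact permutation test, p = 0.0286). H3K9me2K14ac1 had the largest difference of these 3 peptides, -0.26, but 1 old liver at 0.31 was above the lowest young liver at 0.29 (exact permutation test, p = 0.0571). Among the 10 peptides of Fig. 1a that carry K9 and K14 without phosphorylation, H3K9me3K14ac0 was higher in old livers by 0.22 and H3K9me0K14ac0 by 0.11 (each p = 0.0286, exact permutation test). After Benjamini-Hochberg adjustment over those 10 peptides, the smallest adjusted p from these exact tests was 0.0714, shared by the 4 peptides at p = 0.0286. With values centred on each liver's median, the exact permutation p was 0.143 for H3K9me3K14ac1 and 0.114 for H3K9me1K14ac1.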

**Supplementary Figure 1 (a)** Heatmaps showing H3K9me3 (left) and H3K14ac (right) ChIP-Seq signal at random 5,000 regions in young livers (H3K9me3>H3K14ac on the left, H3K14ac>H3K9me3 on the right), corresponding to regions in **Figure 3a**. **(b)** Profile plots generated by deeptools showing H3K9me3 (left panel) and H3K14ac (right panel) signal at random 2,000 sequential ChIP regions in old livers (H3K9me3>H3K14ac, top panel, H3K14ac>H3K9me3, bottom panel), corresponding to regions in **Figure 3b**. Average number of reads per bin (25 bp) is shown on y-axis. Reads from one biological replicate in each condition. **(c)** Profile plots generated by deeptools showing Setdb1 (left panel) and Kap1 (right panel) signal at random 5,000 sequential ChIP regions in young livers (H3K9me3>H3K14ac, H3K14ac>H3K9me3, top two panels) and at random 2,000 sequential ChIP regions in old livers (H3K9me3>H3K14ac, H3K14ac>H3K9me3, bottom two panels), corresponding to regions in **Figure 3c**. Average number of reads per bin (25 bp) is shown on y-axis Reads from one biological replicate in each condition.

**Supplementary Figure 2 (a)** IGV plot of genomic regions where Hdac3 localizes to H3K9me3/H3K14ac bivalent genomic regions in young livers (top left: chr19:44,406,499-44,407,786, top right: chr5:90,460,368-90,461,958, bottom left: chr9:46,228,244-46,230,855, bottom right: chr12:7,977,226-7,978,484). **(b)** Profile plots generated by deeptools showing Hdac3 signal at top 5,000 sequential ChIP regions in young livers (left, top panel: H3K9me3>H3K14ac, bottom panel: H3K14ac>H3K9me3) and at top 2,000 sequential ChIP regions in old livers (right,

top panel: H3K9me3>H3K14ac, bottom panel: H3K14ac>H3K9me3). Average number of reads per bin (25 bp) is shown on y-axis Reads from one biological replicate in each condition. (c) Profile plots generated by deeptools showing Hdac3 signal at random 5,000 regions in young livers (left, top panel: H3K9me3>H3K14ac, bottom panel: H3K14ac>H3K9me3) and random 2,000 regions in old livers (right, top panel: H3K9me3>H3K14ac, bottom panel: H3K14ac>H3K9me3), corresponding to sequential ChIP regions in (b). Average number of reads per bin (25 bp) is shown on y-axis Reads from one biological replicate in each condition.

**Supplementary Figure 3** Profile plot generated by deeptools showing Setdb1 (left panel) and Kap1 (right panel) signal at random regions in young (top panel) and old (bottom panel) livers, corresponding to Setdb1-bound genomic regions in **Figure 5b**. Average number of reads per bin (25 bp) is shown on y-axis Reads were merged from two biological replicates in each condition.

a

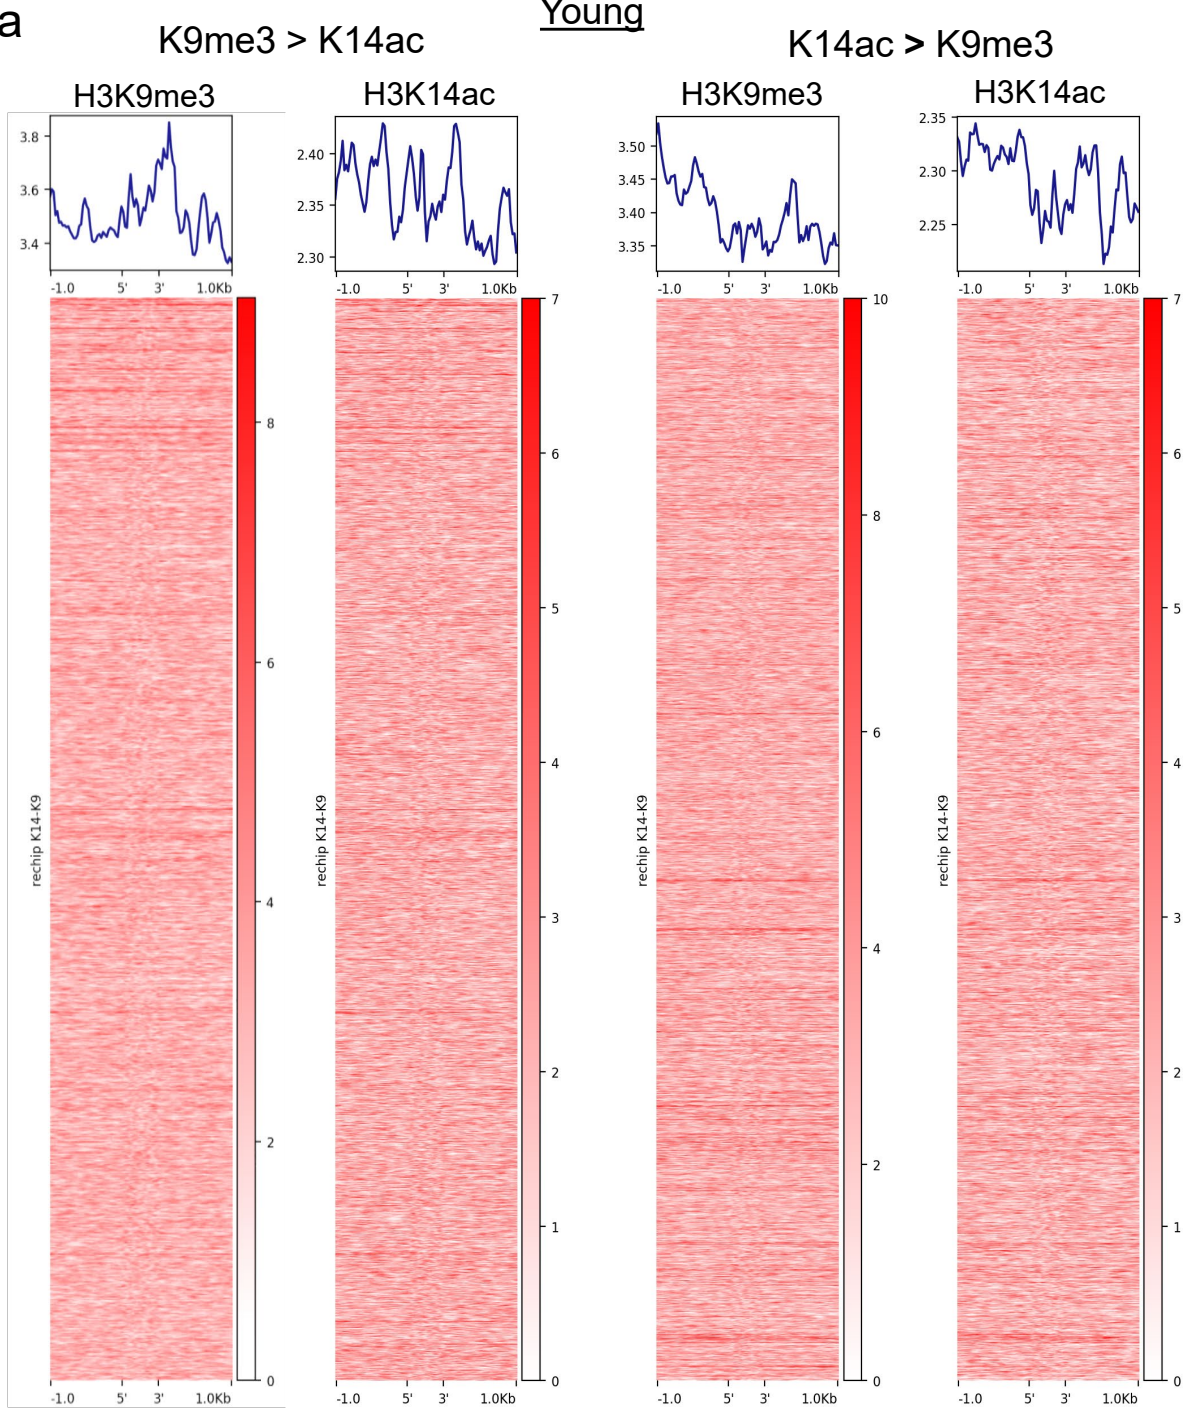

b

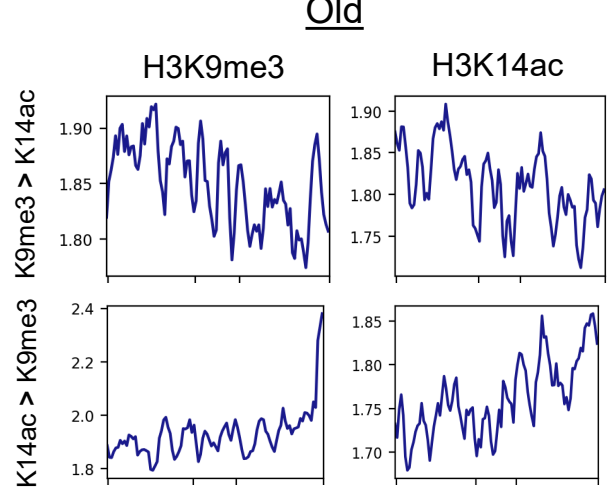

c

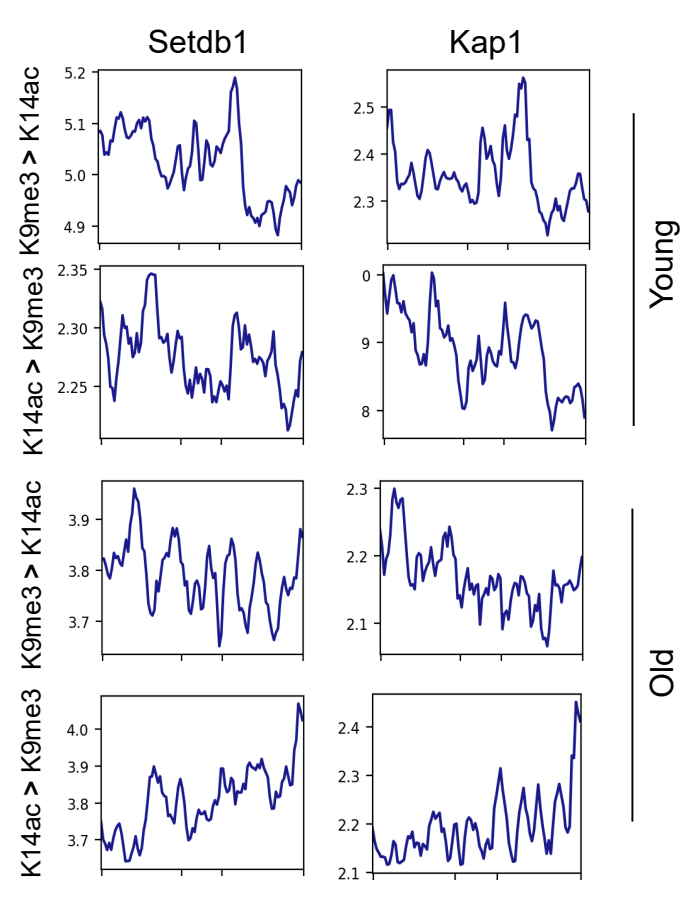

a

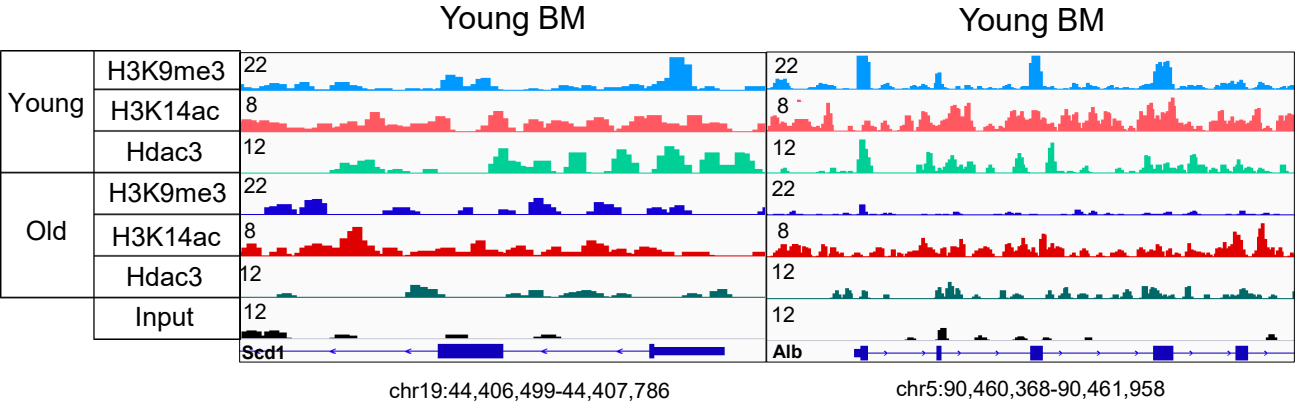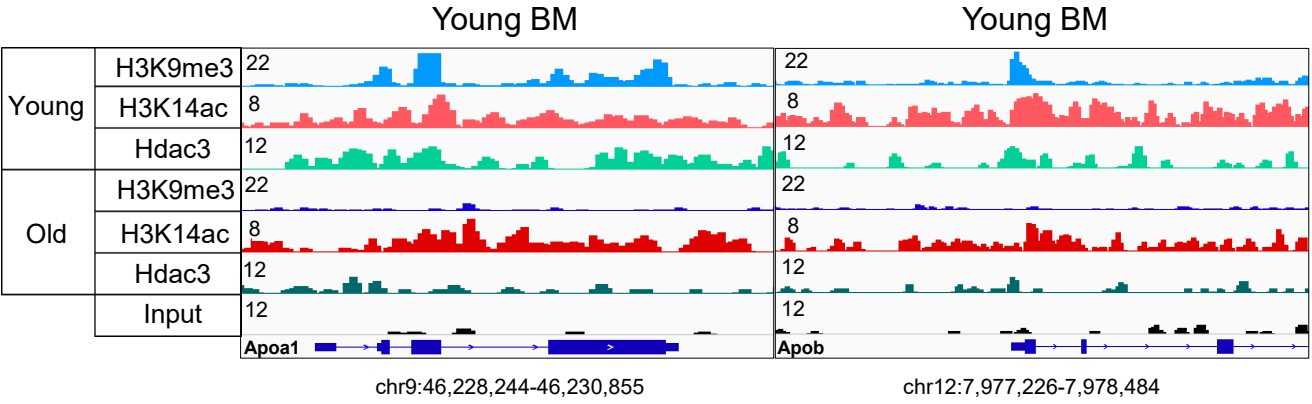

b

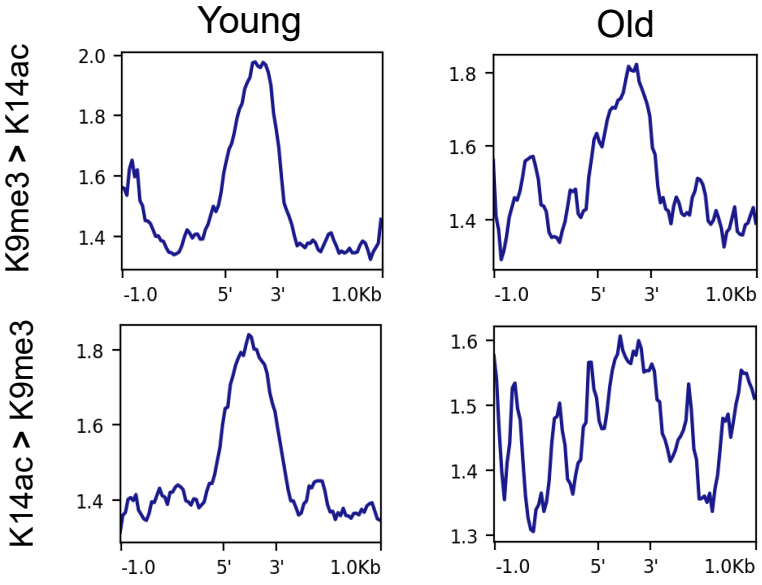

c

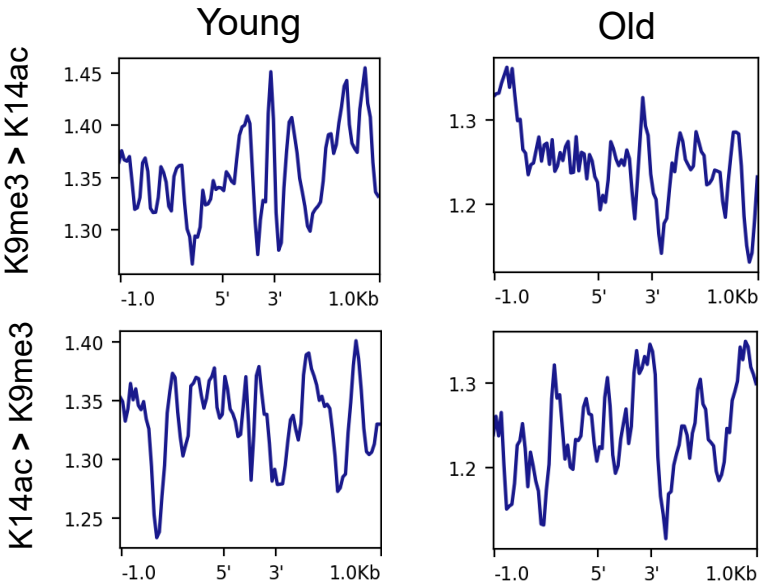

Supplementary Figure 3

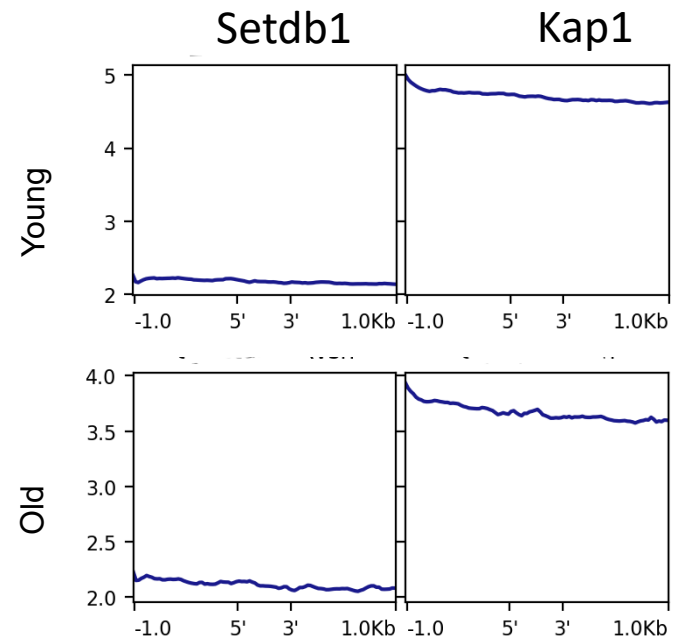

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

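Peaks of H3K14ac, Setdb1 and Kap1 in the livers of young mice, aged 3 months, and of old mice, aged 21 months, were analysed as 6 deposited peak lists, 1 per mark and age. The authors aligned the reads to mm10 (GRCm38) with BWA, removed duplicates with Picard, kept uniquely aligned reads, merged the livers of an age (3 per age for H3K14ac and Setdb1, 2 per age for Kap1) and called peaks against input with PeakSeq. The lists give positions only, without heights, scores or p-values, and were used as deposited. No read count belongs to a peak, so the depth per sample is unknown, and with pooled lists no spread between livers can be given. Numbers of peaks were therefore compared without a test.

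Every peak ended within the length of its GRCm38 chromosome. The reference sequence was GRCm38 and the genes were those of its GENCODE basic annotation. Overlap was counted by code that was checked against bedtools 2.31.1 on 120 counts, of which 0 differed. For young against old lists of a mark, the count was the number of records of bedtools intersect with default parameters, that is of pairs that share at least 1 bp. For a factor at the peaks of a mark or of the other factor, it was the number of peaks of the first list with at least 1 partner. Shares carry 95% Wilson intervals, which cover counting error only. The permutation test placed each peak of the first list at random on its own chromosome, between the lowest start and the highest end of all 6 lists there, 1000 times with a fixed seed, and was one-sided. On simulated lists the code found 500 of 500 planted overlaps, which checks the counting only. Among 200 pairs of independent lists the permutation test gave p at or under 0.05 in 5% of pairs. Those lists were placed uniformly, as the test itself places peaks, whereas the real peaks cluster. The rate therefore need not hold for the real lists.

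The alternatives were an overlap of at least 50% of the first peak or of both peaks, a gap of up to 500 bp, all peaks set to 200 bp around the midpoint, autosomes 1 to 19 only, the larger list reduced at random to the size of the smaller (mean of 100 draws), peaks within 1000 bp merged first, rotation of the whole first list in place of random placement, and a shift of each peak by 10 to 100 kb. Peaks were assigned to start sites within 1 kb, with 5 kb as the alternative, then to exons, introns or the space between genes, and the shares were set beside 100 random placements. A second copy of a peak's sequence was sought with minimap2 2.31 in the whole reference. It was counted where at least 90% of the length aligned at 95% identity or more, with the central 500 bp used for wide peaks. A match on any sequence of the reference counted, so a copy may lie outside the assembled chromosomes. Matched sites for the 200 bp Setdb1 peaks were drawn from random sites in the same classes of GC content (5% wide) and soft-masked share. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

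For the histone peptides of Supplementary Table 1, the log2 sheet was used. The difference in means between 4 old and 4 young livers was tested with a two-sided exact permutation test over all 70 assignments, with Benjamini-Hochberg adjustment over the 10 H3K9/K14 peptides. The alternatives were linear ratios, values centred on each liver's median, exact rank sums and each liver left out in turn.

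The regions named are those that the paper gives with coordinates, 15 windows in all, with the genes that overlap them. Beyond these, the genes named are those of the factors that the paper discusses, and for each list the chromosome and the 1 Mb bin with the most peaks. This rule, the tests and the alternatives above were set before the data were examined. The search for second copies, the matched sites and the set of zinc finger genes were added afterwards. The H3K9me3, Hdac3, Hnf6 and sequential ChIP data were not analysed here.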

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

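The test in this part was chosen after the value was seen. In 1 old liver, replicate 2, H3K9me2K14ac0 had a log2 ratio of -0.036, while the other 3 old livers lay between 0.089 and 0.11. The distance of that liver from its nearest neighbour, against the range of its group, was above the 95% critical value of Dixon's test. Among the 20 groups of 4 livers tested, 1 such value is what chance gives, and 1 was found. The peptide did not differ between the ages (difference -0.06, exact permutation p = 0.4). A shift of all peptides in that liver was tested as a technical explanation. The median of the 70 peptides in replicate 2 was 0.00958 times the gap below that of the other old livers, so a shift of the whole liver does not account for the low value. The limit below which this ratio was read as too small was set after the ratio was seen. No batch is given for these livers, and an error in measuring this 1 peptide and a difference between animals both stay open.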

How the results depend on the processing

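The 11 overlap results stayed above random, with p under 0.05, in 103 of 103 settings that were planned and in 22 of 22 that were added after seeing the data. In 12 of the planned ones, those that need 50% of an H3K14ac peak to be covered by a Setdb1 or Kap1 peak, factor peaks of the commonest widths (200 and 150 bp against 500 bp) cannot count, so peak width sets their sizes and they say nothing about stability. Without them the multiple of random ranged from 1.45 to 67.4. No result rests on a p close to the threshold, but each p says only that lists overlap more than chance placement gives. The sizes moved far more. With a gap of up to 500 bp allowed, the young-old pairs numbered 6864 for H3K14ac, 830 for Setdb1 and 7211 for Kap1. With peaks set to 200 bp, H3K14ac pairs fell to 2805. With at least 50% of the first Kap1 peak or of both peaks shared, Kap1 pairs fell to 2406 and 2069. With the larger list reduced to the size of the smaller, pairs averaged 118.6 for Setdb1 and 1769 for Kap1, as fewer peaks enter. Using the first part of each list in its deposited order, 50% of its length, an alternative chosen after seeing the data, gave 2538, 134 and 1464 pairs for H3K14ac, Setdb1 and Kap1. Apart from the reduced and shortened lists, the cause was not tested.

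Within 5 kb of a start site lay 42.5% of young and 50.7% of old H3K14ac peaks, 17.5% (17.47) of young and 17.6% (17.55) of old Setdb1 peaks, and 23.3% of young and 23.2% of old Kap1 peaks, a wider window by construction.

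For the peptides, every setting kept the direction. Centring on each liver's median gave differences of -0.16 for H3K9me1K14ac1 (exact p = 0.114) and -0.10 for H3K9me3K14ac1 (exact p = 0.143), so neither stayed under 0.05, and the cause was not tested. With each liver left out in turn, the log2 difference ran from -0.21 to -0.12 for H3K9me1K14ac1, from -0.33 to -0.22 for H3K9me2K14ac1 and from -0.14 to -0.10 for H3K9me3K14ac1. The p of H3K9me1K14ac1 was above 0.05 without old replicate 1 (exact p = 0.114) or any 1 of the 4 young livers (exact p = 0.0571), and that of H3K9me3K14ac1 without young replicate 3 or 4 (exact p = 0.0571). With 1 liver left out this p moves in steps of 0.0286, and 0.0286 is still the smallest it can reach. H3K9me1K14ac1 stayed at exact p = 0.0286 without old replicate 2, 3 or 4. Every old value of both peptides stays below every young one, so the direction did not change. Only assignments in the opposite direction can then raise this p. With groups of unequal size such assignments do not mirror the observed split. The p changed with the liver left out, but these changes cannot tell whether a result rests on any 1 liver. H3K9me2K14ac1 reached exact p = 0.0286 without old replicate 4, the liver that overlapped the young ones. No adjusted p was under 0.05 in the 12 settings, and the lowest was 0.0571, but with 4 livers against 4 and 10 peptides the adjusted p can hardly pass 0.05 and says nothing about stability.

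The planned stricter threshold, peaks at or above the median width, was not run as a separate setting because it removes no peak. No paired analysis was possible because the labels share replicate numbers between ages, but the peaks were called on 1 pooled list per group.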

Differences from the paper's values

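The paper gives an overlap of 4900 sites between young and old H3K14ac peaks, whereas the default rule of bedtools intersect gave 4539 pairs here. The planned settings gave from 2805 to 6864, and none gave 4900. The paper counts 514 bivalent regions with Setdb1 and Kap1 in young liver, from heatmaps of signal. Here 197 young H3K14ac peaks shared at least 1 bp with a peak of each factor. With a gap of up to 500 bp allowed, the count was 381, which is within 1.5 times the paper's. None of the other alternatives set before the data were examined came that close. In old liver the paper counts 405 such regions, whereas 71 H3K14ac peaks had both factors, and none of the alternatives set before the data were examined closed the gap. The measures differ, since the paper's count is over bivalent regions and by signal, and the counts here are over all H3K14ac peaks and by called peaks.

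The paper ranks the loss of H3K9me3K14ac1 as more significant than that of H3K9me1K14ac1. Here both had an exact p of 0.0286, the smallest that 4 livers against 4 allow, so this permutation test cannot rank one above the other. H3K9me2K14ac1 had an exact p of 0.0571. For all 3 peptides the paper gives smaller p-values than this exact test can give, so the test cannot speak for or against those values. H3K9me2K14ac1 had an exact p of 0.0286 without old replicate 4, and no other planned setting brought it to the smallest p.

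The paper presents Setdb1 and Kap1 at the young-specific example of Fig. 5e, at Apob, where neither list had a peak, the nearest young Setdb1 peak lying 1701 bp outside the window. It presents the window on chromosome 2 in Fig. 2b as an example of the bivalent mark specific to young liver, and H3K14ac had 3 peaks there in old liver. These peaks are counted over the whole window. The legend marks the bivalent region by a rectangle without its coordinates, and H3K9me3 was not analysed, so whether the peaks differ from the paper's example cannot be told. The paper presents the other example of Fig. 5e as common to both ages, and the old Setdb1 list had no peak in it, the nearest lying 324420 bp away. Fig. 5e shows signal, and signal below the authors' threshold is not in the lists. A missing peak at either example of Fig. 5e therefore does not rule out the signal shown.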

Other observations

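The explanations below were tested with 19 tests. Those on the share of Setdb1 peaks with a Kap1 peak within 500 bp, on the age of the Kap1 list, on the share of old peaks with a young partner, on the order of the lists, on both factors without repeated sequence and on other splits of the livers were chosen only after the result was seen. The zinc finger genes were picked as a set after peaks had been seen in such genes at the paper's windows. The limit of 2 for a ratio to count as raised in the test of repeated sequence at peaks with both factors, the condition that the order of a list must follow peak width, and the open verdict on the age of the Kap1 list were also set after their values were seen.

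Setdb1 peaks lay on Kap1 peaks more often than random placement gives. Regional density does not account for all of it, since the observed share in young liver was 2.16 times that of peaks moved 10 to 100 kb. Without peaks whose sequence has a second copy it was 2.70 times the random one. Against sites of the same GC content and soft-masked share it was 1.98 times as high in young and 3.18 times as high in old liver, above all sets of matched sites. The share itself was low, and narrow peaks set slightly apart were tested as a reason. They do not account for it, since only 4.65% of young and 3.36% of old Setdb1 peaks had a Kap1 peak within 500 bp. Whether such an offset hides a minority of partners stays open, since with that gap the share above random in young liver was 1.60 times that at 1 bp, between the outcomes predicted with and without an offset. Among the first 100 peaks of the Setdb1 lists the share on Kap1 peaks was far higher, 19% in young (95% Wilson interval 12.5% to 27.8%) and 12% in old liver (7.00% to 19.8%). In the first 10% of the lists it was 1.80% and 1.87%, and in the last 10% it was higher again, 2.55% and 2.96%. What sets the first 100 peaks apart was not tested. Open chromatin was not tested and may add to any of these overlaps.

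If Setdb1 and Kap1 bind together in a given liver, peaks of the same age might overlap more than peaks of different ages. For young Setdb1 peaks the multiple of random with young Kap1 was 0.865 times that with old Kap1 (95% bootstrap interval 0.793 to 0.943). For old Setdb1 peaks the ratio was 1.23 (1.07 to 1.41). The old Kap1 list gave the higher multiple with both Setdb1 lists, so in both ratios an effect of age cannot be told apart from a property of the Kap1 lists. Of the old Setdb1 peaks, 3.15% lay on young Kap1 peaks.

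Of the old Setdb1 peaks 3.11% had a young partner. Were the old list a stricter selection of the young sites, most old peaks would lie on young ones, and they do not. Weak peaks near the authors' threshold may explain part of a low overlap. Among H3K14ac peaks of old liver, where 77.1% of the peaks wider than the commonest width stand in the first 10% of the list, the share with a young partner was 4.31 times as high in the first 10% of the list as in the last 10% (57.7% against 13.4%). Among old Setdb1 peaks the same ratio was 0.807 (3.03% against 3.75%), but only 11.8% of the wider peaks stand in the first 10%, so the order there need not follow strength. The first 100 peaks of the Setdb1 lists went the other way, with a partner at the other age for 13% of the old ones (95% Wilson interval 7.76% to 21.0%) and 14% of the young ones (8.53% to 22.1%), and the explanation stays open for Setdb1. What orders the lists is not stated in the paper's text. A difference between the ages in binding, in depth or in the immunoprecipitation stays open for the lower number of old Setdb1 and Kap1 peaks.

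Kap1 peaks lay in the 397 genes named Zfp more often than random placement gives, with 428 young peaks (1.56 times) and 269 old peaks (2.20 times). In young liver, peaks moved 10 to 100 kb lay there more often, the observed share being 0.895 times the shifted one (one-sided permutation p = 0.997). In old liver they lay there about as often, the observed share being 0.975 times the shifted one (p = 0.709, the same permutation test). The density of Kap1 peaks in these regions can therefore account for the excess. Neighbouring Zfp genes can lie within reach of such a shift, as Zfp180 and Zfp112 do, so an excess in the genes themselves is not excluded. Without peaks of repeated sequence the young excess over random was 1.36 times, so repeated sequence does not account for all of it. H3K14ac peaks exceeded both comparisons, the young peaks 2.85 times random and 1.25 times shifted, and the old peaks 2.73 times random and 1.30 times shifted. Setdb1 peaks were not above random (0.983 times in young, 0.926 times in old liver). Other sets of genes were not tried.

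A second copy was found for 6.78% of young and 6.01% of old H3K14ac peaks, for 3.31% and 3.78% of Setdb1 peaks and for 10.0% and 12.0% of Kap1 peaks, against 9.26% to 13.1% of random sites of the same lengths. Copies on any sequence of the reference counted, in peaks and random sites alike. Among young H3K14ac peaks with both Setdb1 and Kap1 peaks the share was 15.2% (95% Wilson interval 10.9% to 20.9%), which is 2.25 times that among all young H3K14ac peaks (Fisher's exact test, two-sided, p = 3.94e-05), and in old liver it was 15.5% (p = 0.00324, the same exact test). Fisher's test takes the peaks as independent, but the 197 young peaks fell in 152 loci of 10 kb and the 71 old peaks in 60. Neighbouring peaks may share their copies, so these p-values may be too small. The authors kept only uniquely aligned reads, and the reads were not examined here. Without such peaks, the number of young H3K14ac peaks with both factors was still 21.9 times the random one, and the young-old overlap of H3K14ac 27.2 times. All peaks in the common example of Fig. 5e have a second copy. After merging, 40 of 158694 loci held peaks of all 6 lists.

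Of the 70 peptides in Supplementary Table 1, 13 were at the smallest exact p between old and young livers, where chance gives 2 per split. The age split was the only 1 of the 35 splits of the 8 livers into groups of 4 with as many peptides, and the next highest had 8. Peptides of one histone tail are not independent of each other.

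At windows that the paper gives for other experiments, the lists had the following peaks. In the young-specific window of Fig. 2b Setdb1 had 1 young and 0 old peaks, and Kap1 had 2 young and 3 old peaks. In the common window of Fig. 2b Kap1 had 1 young and 2 old peaks, and Setdb1 had none. In the old-specific window of Fig. 2b Kap1 had 1 young and 0 old peaks, and Setdb1 had none. In the Apoa1 and Apoc3 window of Fig. 4b H3K14ac had 5 young and 3 old peaks and neither factor had a peak. In the Zfp180 window of that figure, H3K14ac had 3 young and 2 old peaks and Kap1 had 2 at each age, while Setdb1 had none. In the Apoc1 window of Fig. 6b there were 5 young and 2 old H3K14ac peaks, 1 young Setdb1 peak and 1 young Kap1 peak. In the Apob window printed on that figure there were 2 young and 1 old H3K14ac peaks, 2 young Setdb1 peaks and no Kap1 peak. The legend gives a narrower Apob window, the one of Fig. 5e, in which neither factor had a peak, so the 2 Setdb1 peaks depend on which coordinates are used. In Fig. S2a, the windows at Scd1 and Alb had no peak in any list, and those at Apoa1 and Apob had H3K14ac peaks at both ages. In the windows of Fig. 3e, Kap1 had 1 peak at each age on chromosome 14 and none on chromosome 1. At the factors' own genes, Setdb1 and Srf each had 1 young Setdb1 peak, Trim28 had 5 young and 4 old H3K14ac peaks, Hdac3 had 4 young Kap1 peaks and 1 young H3K14ac peak, and Onecut1 had 2 young and 6 old H3K14ac peaks and 1 young Setdb1 peak. Srf also had 1 old H3K14ac peak.

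Chromosome 4 held the most H3K14ac peaks, with 1719 in young and 1845 in old liver. In old liver chromosome 1 held the most Setdb1 peaks, 1182, though chromosome 6 was denser in them with 6.61 per Mb, and chromosome 7 the most Kap1 peaks, 2131. The richest single Mb was on chromosome 1 from 85000001 to 86000000 for young H3K14ac with 148 peaks, on chromosome 4 from 147000001 to 148000000 for old H3K14ac with 137 and old Kap1 with 220, and on chromosome 10 from 58000001 to 59000000 for old Setdb1 with 30.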
